# Unacylated Ghrelin Rapidly Modulates Lipogenic and Insulin Signaling Pathway Gene Expression in Metabolically Active Tissues of GHSR Deleted Mice

**DOI:** 10.1371/journal.pone.0011749

**Published:** 2010-07-26

**Authors:** Patric J. D. Delhanty, Yuxiang Sun, Jenny A. Visser, Anke van Kerkwijk, Martin Huisman, Wilfred F. J. van IJcken, Sigrid Swagemakers, Roy G. Smith, Axel P. N. Themmen, Aart-Jan van der Lely

## Abstract

**Background:**

There is increasing evidence that unacylated ghrelin (UAG) improves insulin sensitivity and glucose homeostasis; however, the mechanism for this activity is not fully understood since a UAG receptor has not been discovered.

**Methodology/Principal Findings:**

To assess potential mechanisms of UAG action *in vivo*, we examined rapid effects of UAG on genome-wide expression patterns in fat, muscle and liver of growth hormone secretagogue receptor (GHSR)-ablated mice using microarrays. Expression data were analyzed using Ingenuity Pathways Analysis and Gene Set Enrichment Analysis. Regulation of subsets of these genes was verified by quantitative PCR in an independent experiment. UAG acutely regulated clusters of genes involved in glucose and lipid metabolism in all three tissues, consistent with enhancement of insulin sensitivity.

**Conclusions/Significance:**

Fat, muscle and liver are central to the control of lipid and glucose homeostasis. UAG rapidly modulates the expression of metabolically important genes in these tissues in GHSR-deleted mice indicating a direct, GHSR-independent, action of UAG to improve insulin sensitivity and metabolic profile.

## Introduction

Ghrelin was initially identified as a potent GH secretagogue [1] and is O-octanoylated at Ser3 (acylated ghrelin, AG) by ghrelin O-acyl transferase (GOAT) [2], [3], a posttranslational modification required for its activation of the growth hormone secretagogue receptor (GHSR). However, only 5–20% of circulating ghrelin is acylated, the predominant form being unacylated (UAG) [4]. At first UAG was considered an inactive form of ghrelin, although accumulating evidence indicates that UAG can modulate metabolic activities of the ghrelin system either independently or in opposition to those of AG. Examples of these UAG actions include improvement of pancreatic β-cell function and survival [5], [6], and a beneficial role in cardiovascular function [4], [7]. These activities of UAG would likely have important implications in the progression of the metabolic syndrome. Although evidence exists in these and other systems that UAG acts via a GHSR-independent mechanism, it remains unclear if this is the case for direct regulation of metabolic pathways.

This study aims to address the hypotheses that: a) UAG modulates the expression of genes encoding components of lipid and carbohydrate metabolic pathways, b) UAG acts via a GHSR-independent mechanism. The development of type 2 diabetes (T2D) stems from the suppression of insulin sensitivity in three key organs: the liver, muscle and adipose. The basis for this is deranged lipid metabolism in parallel with altered carbohydrate metabolic pathways. In humans, our published data suggest that UAG can improve insulin sensitivity by modulating lipid metabolism; the co-administration of AG and UAG reduces plasma FFA in GH-deficient patients [8] and the continuous infusion of UAG decreases FFA in healthy and diabetic subjects [9]. This agrees with the findings that fat-specific overexpression of UAG in mice lowers fat mass and improves insulin sensitivity [10], and that UAG has direct effects on adipose tissue *in vitro* [11], [12]. We have also shown that AG and UAG modulate hepatocyte function in which glucose output was stimulated by AG and inhibited by UAG [13]. Like our clinical data, this study showed that UAG counteracts AG stimulated glucose release. The *in vivo* effects of AG and UAG on hepatic insulin sensitivity have been further examined by hyperinsulinemic-euglycemic clamp [14]. It was shown that co-administration of UAG with AG neutralizes the insulin desensitizing effects of AG administration, and normalizes hepatic insulin sensitivity, reinforcing our idea that UAG opposes AG in regulating hepatic glucose metabolism. That the relationship between AG and UAG may have an impact on metabolism has been suggested from clinical studies which show an indirect relationship between circulating AG/UAG ratio and insulin resistance [15], and a decreased AG/UAG ratio in fasting, relatively insulin sensitive, subjects [16].

There is, therefore, indirect evidence that UAG (and AG/UAG ratio) alters lipid and glucose homeostasis *in vivo*, but no direct evidence that it can regulate metabolic pathways that control these processes or of the cellular mechanism(s) involved. To address the hypothesis that UAG can modulate metabolic pathways relevant to insulin sensitivity, we used an unbiased approach: transcriptome-wide expression profiling of liver, muscle and white adipose tissue (WAT). The study examined acute effects of UAG to dissect its direct effects on the tissues examined, including possible signaling pathways. To test the hypothesis that UAG acts independently of the GHSR we examined the effects of UAG on tissues in *Ghsr* knockout mice [17]. Finally, the hypothesis that AG interacts with UAG in regulating metabolic pathways, we examined the effects of UAG on tissues in wild type mice. We find that UAG regulates genes involved in lipid and carbohydrate metabolic pathways in all three tissues in a direction that indicates an overall improvement in metabolic profile, independently of the GHSR.

## Results

### Ingenuity Pathways Analysis (IPA)

The main finding from the microarray experiment was that UAG caused rapid changes in expression of hundreds of genes in all three tissues examined in adult *Ghsr* knockout mice (Fig. 1). 

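RNA from gonadal WAT, M. vastus lateralis muscle and liver of 12 week old female mice that lack the ghrelin receptor GHSR was hybridized to Affymetrix arrays of the whole mouse genome. The mice had been killed 6 h after an intraperitoneal injection of 200 µl saline or of UAG, the ghrelin peptide without the acyl group that GHSR activation requires, at 20 nmol/kg, given 3 to 4 h after lights-on. Each of the 3 tissues has 2 saline and 2 UAG arrays, 12 arrays in all, and the labels do not tie arrays to single mice, so p-values measure only the spread between these samples. The deposited table holds the authors' normalized values on a log2 scale for 45037 probe sets, each a group of short probes for a transcript, and for 64 controls, which were left out. The base of the logarithm was settled by the ratios of Table 2, which the values give only with base 2. The submitters' processing notes name MAS5, and the methods name quantile normalization. Sorted, the values of the 12 arrays lay within 0.05 of each other on the log2 scale at 97.7% of positions and up to 0.718 apart at the rest, and the arrays were not scaled again. Values were returned to intensity and those below the threshold of 30 in the methods were set to 30, a floor that understates changes of dim probe sets. Detection (present) calls were not used here. Between arrays of a tissue the correlation across probe sets, which are not independent replicates, was 0.951 to 0.962 in WAT, 0.938 to 0.951 in muscle and 0.925 to 0.946 in liver, and at most 0.91 between WAT and muscle arrays. Following the methods, a probe set was called changed where the ratio of the UAG mean to the saline mean was at least 2 or at most 0.5, a rule with no p-value. limma was run beside it on the 4 arrays of each tissue. Gene lists were tested with camera of limma at a preset correlation between genes of 0.01. The lists and settings, and the alternatives not named as added later, were fixed before the data were examined. Levels are mean intensities with the SD of 2 arrays. Log2 differences are UAG minus saline after the floor. The number of arrays limits the precision of every value.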

Initially we assessed “regulated” (UAG/wild type ratio ≥2 or ≤0.5) genes in normalized Affymetrix array datasets using Ingenuity Pathways Analysis (IPA, www.ingenuity.com).

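In WAT, UAG arrays were higher for Prelp, a proteoglycan of connective tissue (1232 ± 372 against 4060 ± 79.2 after UAG, SD, n = 2), Sncg, gamma-synuclein, which adipocytes express (1319 ± 229 against 4369 ± 62.9), and the imprinted gene Mest, a marker of fat expansion (183 ± 26.1 against 711 ± 197). Lower were Sprr1a, an epithelial envelope protein, at a ratio of 0.0836, Tnnt2, cardiac troponin T, at 0.194, and Pcp4, a calmodulin-binding peptide, at 0.0791. The UAG arrays lay at or near the floor for Sprr1a (30.0 and 31.3) and Tnnt2 (30.0 and 30.0), so the exact size of their fall cannot be read. Pcp4 had 5472 on saline replicate 2, where the smooth muscle gene Des also had its highest WAT level (1920), and 278 on saline replicate 1. In muscle the ratio was 2.58 for Sln, sarcolipin, which regulates the calcium pump of muscle, and 2.30 for Angptl7, a secreted angiopoietin-like protein. Dio2, the deiodinase that activates thyroid hormone, was at 0.405. Chil3, a lectin of macrophages and neutrophils, had the highest ratio of these muscle genes, 8.20, with 598 on UAG replicate 2 and 64.7 on UAG replicate 1. In liver, Mt2, a metal-binding metallothionein, was at 1720 ± 579 on saline and 4464 ± 1155 on UAG arrays, the chemokine Ccl4 at 2.58 times its saline level, which lay at the floor, and Slco1a1, an uptake transporter for bile acids and steroids, at a ratio of 0.438. These genes are among the 12 largest differences in each direction per tissue whose saline and UAG arrays do not overlap. None passed limma after Benjamini-Hochberg adjustment over all probe sets tested in its tissue.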

**Figure 1:**
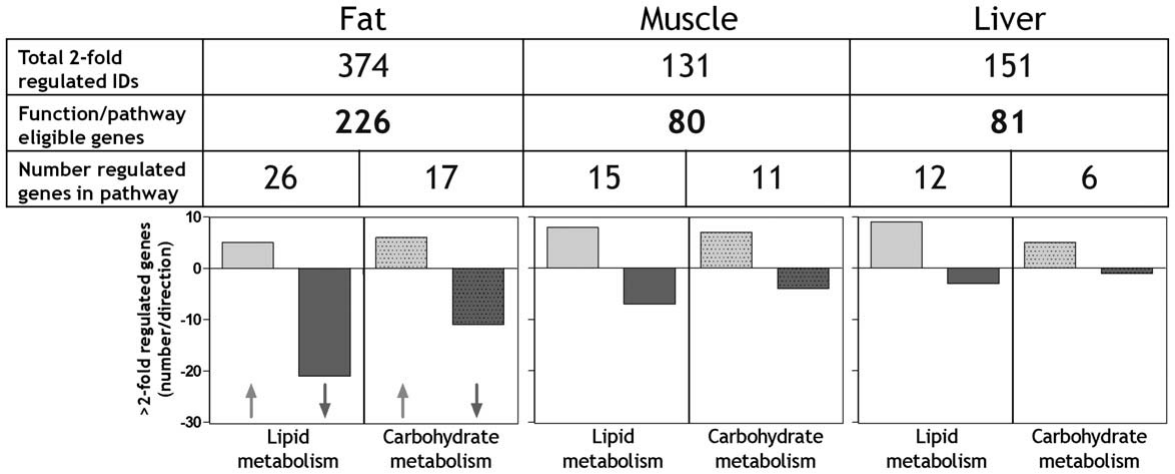
UAG regulates lipid and carbohydrate metabolic pathway genes in fat, muscle and liver of *Ghsr* KO mice. Datasets including two-fold, or greater, regulated genes from each tissue were interrogated by Ingenuity Pathways Analysis for association with all included pathways. Probabilities for random association (false discovery rate) were adjusted using the Benjamini-Hochburg multiple testing correction method. For lipid and carbohydrate metabolic pathways in the fat and liver datasets adjusted *p* was <0.0017, and in the muscle dataset adjusted *p* was <0.0012.

Overall, in *Ghsr* deficient mice, UAG modulated by greater than 2-fold the signal from 374 Probe Set IDs in WAT, 131 in muscle and 151 in liver (data corrected using the Benjamini-Hochburg multiple testing method, with effects considered significant at p<0.05). This reflects our findings, and that of others, that UAG influences insulin sensitivity by modulating fat metabolism [10], [18]. 

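In WAT, 499 probe sets changed at least 2-fold by the ratio of means, 112 higher and 387 lower after UAG. In muscle 133 did, 60 higher and 73 lower, and in liver 194, 107 higher and 87 lower. Fgf13, an intracellular regulator of sodium channels, was among those higher in WAT (352 ± 53.9 against 1128 ± 189, SD, n = 2), Chad, chondroadherin, a matrix protein of cartilage, among those higher in muscle (131 ± 71.7 against 294 ± 19.3), and Sybu, syntabulin, a linker for transport along microtubules, among those higher in liver (44.1 ± 18.2 against 125 ± 7.87). Of the changed probe sets, 313 in WAT, 71 in muscle and 174 in liver had saline and UAG arrays that do not overlap, 110 higher and 203 lower in WAT, 42 and 29 in muscle and 99 and 75 in liver. limma called none of 25306 probe sets in WAT and none of 25105 in muscle at an adjusted p under 0.05 (smallest adjusted p = 0.439 and 0.248), and 1 of 25160 in liver, a probe set with no gene name in the annotation used (adjusted p = 0.0185). At an unadjusted p under 0.05 it had 1722 in WAT, 1121 higher and 601 lower, the opposite balance to the 2-fold rule, 468 in muscle, 268 and 200, and 919 in liver, 487 and 432, where chance gives 1265, 1255 and 1258. With all 12 arrays in a single fit limma called 30 probe sets in WAT, 0 in muscle and 3 in liver, and with a replicate block 23, 0 and 17. Leaving out an array leaves a group with 1 array, assumed to vary like the others. The count of WAT was then 842 without saline replicate 1, that of muscle 403 and 418 without saline replicates 1 and 2 and 293 and 295 without UAG replicates 1 and 2, and that of liver 367, 812, 572 and 379 in the same order. The call in liver was lost without any 1 of its arrays.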

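Counted by gene symbol, 348 genes changed at least 2-fold in WAT, 74 higher and 274 lower, 97 in muscle, 43 higher and 54 lower, and 140 in liver, 77 higher and 63 lower. Wfdc21, a small secreted protein, was at 406 ± 31.5 on saline and 1249 ± 34.6 on UAG arrays of WAT (SD, n = 2). In muscle, Aspg, an asparaginase, was at 227 ± 46.6 and 97.6 ± 17.2. In liver, Hao2, a peroxisomal hydroxyacid oxidase, was at 132 ± 72.4 and 293 ± 79.5, and Nat8, an acetyltransferase, at 155 ± 57.8 and 47.5 ± 21.0. A gene was counted where 1 or more of its probe sets changed, and 551 genes did so in any tissue. No test stands behind these counts. Without WAT saline replicate 1 the WAT count was 564. In muscle it was 290, 304, 213 and 191 without saline replicates 1 and 2 and UAG replicates 1 and 2, and in liver 252, 614, 428 and 276.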

After collapsing the IDs into known gene symbols, 226 genes were eligible for pathway analysis in WAT; nearly three times the number that were regulated by 2-fold or more in muscle (80 genes) and liver (81 genes). Of these, several were directly linked with lipid and carbohydrate metabolic pathways (Fig. 1). 

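Of the genes written into lists of lipid metabolism (83 measured) and carbohydrate metabolism (41 measured), 16 and 7 changed at least 2-fold in WAT. Acss2, which makes acetyl-CoA from acetate, was at 3698 ± 2929 on saline arrays and 1550 ± 259 after UAG (SD, n = 2), and Elovl3, a fatty acid elongase abundant in brown fat, at 683 ± 626 and 144 ± 62.8. Sqle and Cyp51, enzymes of cholesterol synthesis, were at ratios of 0.352 and 0.500. Pygm, glycogen phosphorylase, was at 111 ± 44.3 and 44.5 ± 6.61, and Ppp1r3b, a glycogen-targeting phosphatase subunit, at a ratio of 0.248. Slc2a3, a glucose transporter, was higher, at 170.3 ± 47.7 and 375 ± 134. Several of these levels follow WAT saline replicate 1: Acss2 was at 5770 there and 1627 on saline replicate 2. The brown fat gene Cidea was at 5614 on the former and 619.8 on the latter. limma called none of these genes. Without saline replicate 1, 7 of the lipid and carbohydrate genes changed at least 2-fold, and 46 without saline replicate 2.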

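Of the 23 lipid and carbohydrate genes that changed at least 2-fold in WAT, 22 were lower after UAG and 1, Slc2a3, was higher. The lower genes included Gpd1, glycerol-3-phosphate dehydrogenase (4637 ± 3711 against 2506 ± 231, SD, n = 2, a ratio of 0.541 by its brightest probe set, and below 0.5 by another), Gys2, a glycogen synthase (233 ± 187 against 111 ± 10.9), and Fdps, farnesyl diphosphate synthase of the cholesterol pathway (685 ± 513 against 335 ± 68.3). Each of these 3 had a UAG array within the range of the saline arrays, and its saline mean follows saline replicate 1 (Gpd1 7261 there, 2013 on replicate 2). Of the WAT arrays, that array also had the most Cox8b, a respiratory subunit of brown fat (5296 against 1187). Cox8b was higher still on the muscle arrays, at 8051 or more, so it does not set brown fat apart from muscle. In muscle 6 of 124 measured genes changed, all lower: Acaca, Acly and Elovl6 of fatty acid synthesis, the fructose transporter Slc2a5 (154 ± 80.9 against 70.0 ± 12.3), Gpd2, by 1 dim probe set (ratio 0.458, with 0.877 for the brightest), and Aldoc, an aldolase (62.7 ± 46.2 against 30.0 ± 0, with arrays that overlap). Without muscle saline replicate 2 the muscle count was 13. limma called none of these genes in either tissue.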

The majority of genes linked with these two pathways in WAT were down-regulated, whereas in muscle up and down-regulated genes were evenly balanced. In contrast, in liver most genes linked with lipid and carbohydrate metabolism were up-regulated, predominantly in the lipid metabolism pathway.

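In liver, 1 of 124 measured lipid and carbohydrate genes changed at least 2-fold: Hmgcs1, a synthase of the cholesterol pathway, was higher by a dim probe set, while its brightest probe set was at 5189 ± 1741 on saline and 5662 ± 2823 on UAG arrays (SD, n = 2). The 11 genes of lipolysis and lipases were higher as a group, 11 of 11, with a median log2 difference of 0.24 (camera adjusted p = 0.000334, adjusted p = 0.00961 with an estimated correlation). Of these, G0s2, an inhibitor of adipose triglyceride lipase, was at 796 ± 7.41 and 1394 ± 284, and Cd36, a fatty acid uptake receptor, at 826 ± 261 and 1166 ± 201. None passed limma over all genes, and 1 was higher when adjusted over the list alone. RNA quality is not excluded, as the 3′/5′ ratio of Actb was 1.70 and 1.78 on the saline and 1.94 and 2.35 on the UAG arrays of liver. Lpin1, a phosphatidate phosphatase of triglyceride synthesis, was at 1877 ± 459 and 3227 ± 133, a log2 difference of 0.80 (standard error 0.17). The triglyceride list did not pass (median 0.047, adjusted p = 0.220), nor did glycolysis and gluconeogenesis (median 0.078, adjusted p = 0.303) or sugar transport and glycogen (median -0.011, adjusted p = 0.898). The markers of hepatocytes were higher too, 10 of 10 (adjusted p = 0.684 with an estimated correlation), but had a median of -0.0057 with quantile normalization over 12 arrays and 0.020 without UAG replicate 2 (0.962). The lipolysis list was not called without liver saline replicate 1, and its median ranged from 0.138 to 0.261 without any 1 liver array. The count of 2-fold genes was 3, 8, 6 and 4 without saline replicates 1 and 2 and UAG replicates 1 and 2.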

The data shown in Fig. 1 are based on initial IPA Functional Analyses of the datasets and are derived from the Molecular and Cellular Functions data subset. UAG regulated genes were also significantly linked with other pathways (Table 1). From this analysis it is clear that although UAG-regulated genes show significant associations with lipid and glucose metabolic pathways in all tissues, in muscle and liver these genesets ranked lower in terms of p-value than in WAT. 

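Of the 8 lists of lipid and carbohydrate metabolism, camera called 2 in WAT (fatty acid and cholesterol synthesis, both lower), 6 in muscle (fatty acid, triglyceride and cholesterol synthesis, glycolysis, sugar transport and the pentose phosphate pathway, all lower, glycolysis by its mean and not by its median of 0.0098) and 1 in liver (lipolysis, higher). Of the genes in these lists, 27 lipid genes were higher and 56 lower in WAT, 14 and 67 in muscle, and 48 and 34 in liver. For the carbohydrate lists 11 were higher and 30 lower in WAT, 16 and 27 in muscle, and 24 and 18 in liver. Examples per tissue were Mogat1, an acyltransferase of triglyceride synthesis, with log2 differences of -0.44 in WAT and -0.44 in muscle (standard error 0.29 and 0.28, n = 2, arrays of WAT overlap), and Gpat3, an acyltransferase of the same pathway, with 0.40 in liver (0.20). With an estimated correlation between genes, 0 of the 2 calls in WAT, 5 of the 6 in muscle and the 1 in liver held. For cholesterol synthesis and glycolysis in muscle the estimate was 0, below the preset 0.01, so for them the test was no stricter. The Ingenuity functions themselves were not analysed here.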

UAG regulated genes in WAT were associated with 24 functions of which lipid and carbohydrate metabolism ranked 4^th^ and 2^nd^, respectively. On the other hand, these functions ranked 8^th^ and 16^th^ of 25 functions in muscle and 11^th^ and 23^rd^ of 27 functions in liver. Many of the top functions were linked with cell growth and proliferation, indicating effects on tissue differentiation or growth.

**Table 1:** Top 5 Ingenuity pathway analysis molecular and cellular functions assigned to ≥2 fold UAG regulated gene sets from fat, muscle and liver of *Ghsr* KO mice.

Fat		
Function	p-value	# Molecules
Cell Signaling	4.37E-09–1.44E-02	80
Carbohydrate Metabolism	1.89E-09–1.44E-02	12
Small Molecule Biochemistry	1.89E-09–1.44E-02	27
Lipid Metabolism	9.86E-09–1.44E-02	19
Nucleic Acid Metabolism	9.86E-09–1.44E-02	5

The p-value was derived using Fisher's Exact test.

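With the 4 arrays of each tissue and the floor of 30, camera called none of 5 signalling lists (Akt, insulin receptor and ERK, Notch, CD40 and NF-kappaB, Wnt and IGF) in any of the 3 tissues, while it called Akt in WAT with a replicate block (adjusted p = 0.0444), without the floor (0.0498) and with all 12 arrays in a single fit (0.0389). Preranked enrichment at the threshold of 0.25 in the methods called Akt (0.0559), CD40 (0.109) and Notch (0.148) as higher in WAT and CD40 as lower in muscle. In muscle, Irs1, the insulin receptor substrate, was at 1892 ± 107 on saline and 1205 ± 276 on UAG arrays (SD, n = 2), and 5 of 14 members of its list were higher and 9 lower (median log2 difference -0.043, camera adjusted p = 0.184). The Akt list had a median of -0.014 there (adjusted p = 0.681), with Pik3cb, a catalytic subunit of PI3 kinase, at a log2 difference of -0.44 (standard error 0.26), and the CD40 list -0.10 (adjusted p = 0.214). In liver, Foxo1, a transcription factor that Akt inhibits, was at 326 ± 12.3 and 441 ± 88.8. Relb and Map3k14, of the noncanonical NF-kappaB pathway, had log2 differences of -0.92 and 0.88, and Fzd7, a Wnt receptor, 0.62. The medians in liver were -0.016 for the Akt list (adjusted p = 0.658), -0.082 for CD40 (0.349), -0.021 for Notch (0.898) and 0.095 for Wnt and IGF (0.152).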

In all tissues at least one of the top molecular and cellular functions was related to cell signaling, although no obvious common pathway was regulated. However, expression of genes encoding several G-protein coupled receptors and their regulatory proteins were modulated in WAT, and to a lesser extent in muscle (Table 2).

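In WAT, UAG arrays were higher for Npr3, the clearance receptor of natriuretic peptides, at a ratio of 3.34 by the probe set of Table 2 (149.6 ± 67.7 against 499 ± 6.79, SD, n = 2), Fzd4, a Wnt receptor (2.14), Ffar2, a receptor for short-chain fatty acids (2.13), and Rgs3, a regulator of G-protein signalling (2.03). They were lower for Rgs7, another such regulator (277 ± 26.6 against 132 ± 56.3, ratio 0.476), Lgr6, a receptor of R-spondins (0.465), and Adgra2, an adhesion receptor listed as Gpr124 (0.4995). Agtr2, an angiotensin II receptor, and Rxfp1, the relaxin receptor, were at ratios of 0.453 and 0.394, but on saline replicate 1 and both UAG arrays they lay at the floor of 30. Without saline replicate 2 their ratios were 1 and 1 and that of Adgra2 was 0.87. Saline replicate 2 was also the WAT array with the most Myh11, smooth muscle myosin (5590 against 658 on saline replicate 1). In muscle, Gpr1, a chemerin receptor, was at 44.7 ± 12.7 on saline and 92.3 ± 8.39 on UAG arrays, a ratio of 2.07. Table 2 was chosen by the study on these arrays, so its directions are not independent evidence. limma called none of these genes (lowest adjusted p = 0.548, for Npr3).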

**Table 2:** G-protein coupled receptors and regulatory proteins regulated by acute UAG treatment (none were regulated ≥2-fold in liver).

Tissue	Probe Set ID	Molecules	Description	UAG/Sal ratio
**Fat**	1415832_at	*Agtr2*	angiotensin II receptor, type 2	0.4
	1425215_at	*Ffar2*	free fatty acid receptor 2	2.1
	1419301_at	*Fzd4*	frizzled homolog 4 (Drosophila)	2.2
	1418379_s_at	*Gpr124*	G protein-coupled receptor (GPCR) 124	0.5
	1427028_at	*Lgr6*	LRR-containing GPCR 6	0.5
	1450286_at	*Npr3*	natriuretic peptide receptor C	3.4
	1440888_at	*Oxtr*	oxytocin receptor	0.3
	1440785_at	*Rxfp1*	relaxin/insulin-like family peptide receptor 1	0.4
	1425701_a_at	*Rgs3*	regulator of G-protein signaling 3	2.0
	1450659_at	*Rgs7*	regulator of G-protein signaling 7	0.5
**Muscle**	1460123_at	*Gpr1*	GPCR 1	2.1
	1457324_at	*Oprs1*	opioid receptor, sigma 1	2.3
	1440888_at	*Oxtr*	oxytocin receptor	0.4

Having established that, in the absence of the GHSR, UAG regulates gene expression in WAT, muscle and liver, we asked if the pattern of gene expression amongst these tissues was similar. This could suggest commonalities in UAG's mechanism of action. Of the total of 353 genes, less than 1% are regulated by UAG in all three tissues (Fig. 2). 

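Of 551 genes changed at least 2-fold in any tissue, 4 (0.726%) did so in all 3: Cebpd, Slc15a2, Erdr1 and Tmem267. Erdr1 was at 1884 ± 87.8 on saline and 753 ± 117 on UAG arrays of WAT (SD, n = 2). It was at 865 ± 106 and 374 ± 90.7 in muscle, and at 1371 ± 102 and 536 ± 98.1 in liver. Tmem267, a transmembrane protein, was at ratios of 0.317, 0.410 and 0.352, with log2 differences of -1.64 (standard error 0.22), -1.24 (0.27) and -1.52 (0.18). The saline and UAG arrays of both genes were apart in every tissue. In liver, where their p was lowest, limma gave an adjusted p of 0.114 for Erdr1 and 0.125 for Tmem267.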

Interestingly, one of these 3 genes was *Cebpd*. 

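Cebpd, a transcription factor of early adipocyte differentiation that glucocorticoids induce, was at 250.2 ± 137 on saline and 525 ± 109.5 on UAG arrays in WAT (SD, n = 2), 537 ± 12.1 and 1307 ± 9.74 in muscle, and 115 ± 71.7 and 260.2 ± 57.2 in liver. These are ratios of 2.10, 2.43 and 2.26, all higher after UAG, with log2 differences of 1.17 (standard error 0.40), 1.28 (0.17) and 1.31 (0.40). Without any 1 array the log2 difference ranged from 0.584 to 1.758 in WAT, so the 2-fold size there depends on single arrays. In muscle it ranged from 1.26 to 1.306. In liver the saline arrays were far apart, at 64.7 and 166.1, with UAG arrays at 219.7 and 300.7. A dimmer probe set of the gene had ratios of 1.1 in WAT, 1.15 in muscle and 0.749 in liver. Its related factor Cebpb was at 1351 ± 412 and 1813 ± 36.8 in liver. limma gave Cebpd an adjusted p of 0.497 in muscle, the lowest of the genes named there, so no call was made in any tissue.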

CAAT enhancer binding protein δ (C/EBPδ) is an important initiator of adipocyte differentiation, and is involved in myocyte and hepatocyte differentiation. In an independent experiment *Cebpd* was confirmed to be significantly suppressed by UAG in WAT and muscle, and showed a trend to increase in liver. 

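Fkbp5, a co-chaperone of steroid receptors that glucocorticoids induce, was higher on both UAG arrays than on both saline arrays in each tissue, at ratios of 1.98 in WAT (461 ± 194 against 911 ± 251, SD, n = 2), 1.58 in muscle and 1.57 in liver. Its log2 differences were 1.02 (standard error 0.34), 0.68 (0.28) and 0.66 (0.17). Slc15a2, a carrier that takes up di- and tripeptides with protons, was at 39.4 ± 13.3 and 199 ± 152 in WAT and 55.9 ± 24.5 and 161 ± 142 in muscle, where the arrays overlap. In liver it was at the floor on both saline arrays and at 64.4 on average after UAG. These are ratios of 5.05, 2.88 and 2.15, and 2 dimmer probe sets of the gene lay between 0.893 and 1.13. limma called neither gene in any tissue.

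**Figure D1:**
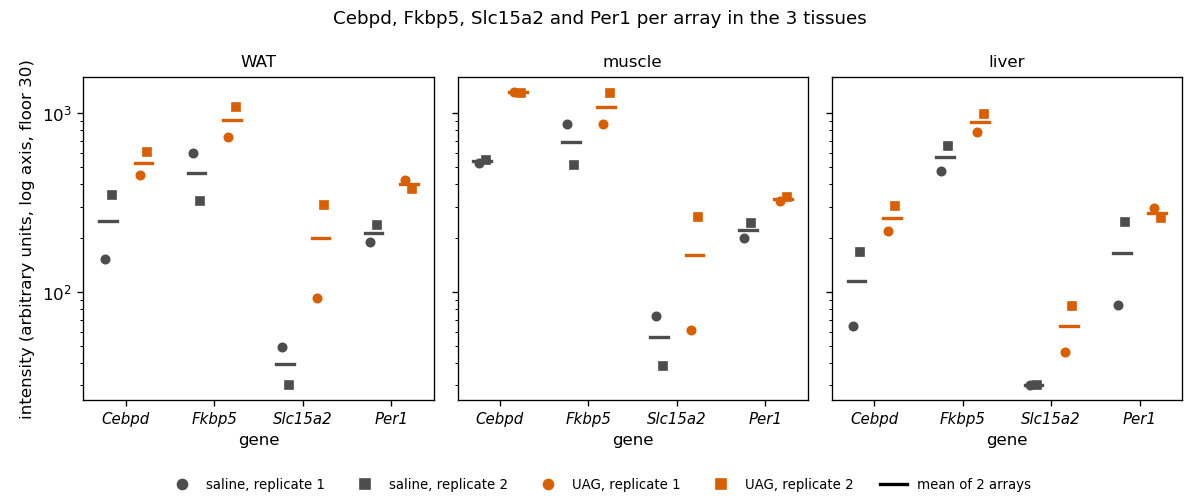
Intensity of Cebpd, Fkbp5, Slc15a2 and Per1, a clock gene that glucocorticoids and CREB induce, on a log axis from the floor of 30. Each point is 1 of the 2 saline or 2 UAG arrays of a tissue, and the bars are the means of 2. The points of Slc15a2 overlap in muscle.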

*Fkbp5* (FK506 BP5) and *Slc15a2* (proton/oligopeptide transporter) are also regulated by UAG in all three tissues, although their function in these settings is unclear. 

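In all, 25 genes changed at least 2-fold in both WAT and muscle, where independent lists among the 11240 genes measured in both tissues would share 1.77 (Fisher's exact test, 1-sided, p = 8.77e-23). The test takes the tissues as independent. The labels do not tie them to mice, but the methods give n = 2 for the treated mice. This reads as the same mice for all tissues, and on that reading they are not independent. Acaca, acetyl-CoA carboxylase, which makes malonyl-CoA, was at 892 ± 636 on saline and 186 ± 95.6 on UAG arrays in WAT (SD, n = 2) and at 315 ± 97.7 and 147 ± 26.6 in muscle by the probe set that changed 2-fold, and its brightest probe set had ratios of 0.541 and 0.581. The fructose transporter Slc2a5 was at ratios of 0.203 and 0.455, and Gpd2, mitochondrial glycerol-3-phosphate dehydrogenase, at 0.471 in WAT. Lep, which encodes leptin, was higher in both (944 ± 780.3 against 3022 ± 369 in WAT and 174 ± 2.79 against 496 ± 184 in muscle). The WAT level of Slc2a5 was 419 on saline replicate 1 and at most 55.0 on the other WAT arrays. The list of shared genes also holds Krt18, a keratin of epithelia, and Pgr, the progesterone receptor. Krt18 had 1056 on muscle saline replicate 2 and 30.0 on saline replicate 1. Without muscle saline replicate 2 the overlap was 60 genes. Whether it differs from the overlaps with liver was not tested.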

The greatest overlap of UAG regulated genes occurred between WAT and muscle (Fig. 2), particularly those encoding enzymes involved in fatty acid synthesis (*Acaca*, *Acly, Gyk* and *Elovl6*), glucose transport (*Slc2a5*), the ox-phos pathway (*Gpd2*), and adipogenesis (*Cebpd*, *Lep*). Importantly, these genes tended to be down-regulated in both WAT and muscle.

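Of the genes changed at least 2-fold in both WAT and muscle, 15 were lower in both after UAG, 6 higher in both and 4 opposite. Acly, which makes cytosolic acetyl-CoA from citrate, was at 7710 ± 4661 on saline and 3620 ± 1190 on UAG arrays in WAT, where the arrays overlap (SD, n = 2), and at 4269 ± 1889 and 2170 ± 852 in muscle, where a dimmer probe set passed the 2-fold rule. Elovl6, the elongase of palmitate, was at 4266 ± 3724 and 1039 ± 0.531 in WAT and 2039 ± 443 and 957 ± 376 in muscle. Fasn, fatty acid synthase, was at ratios of 0.791 and 0.651, and Me1, malic enzyme, which supplies NADPH, at 0.463 and 0.626. The genes higher in both were Cebpd, Lep, Slc15a2, Samhd1, Fam107a, a stress-induced actin regulator (ratios 2.91 and 2.64), and Nnat, an imprinted membrane proteolipid (3.15 and 2.15). Samhd1, which degrades dNTPs, was counted by probe sets dimmer than its brightest (1.39 and 1.08), and not by the same probe set in both tissues. That counted in WAT had a ratio of 2.42 there and 0.826 in muscle. That counted in muscle had 3.72 there and 1.75 in WAT. In WAT the saline mean of Elovl6 rests on saline replicate 1 (6899, with 1634 on replicate 2), which had 6772 of Ucp1, the uncoupling protein of brown fat, against 702 on replicate 2. In muscle Ucp1 was lower after UAG as well, at 3530 ± 258 and 1800 ± 1071.

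**Figure D2:**
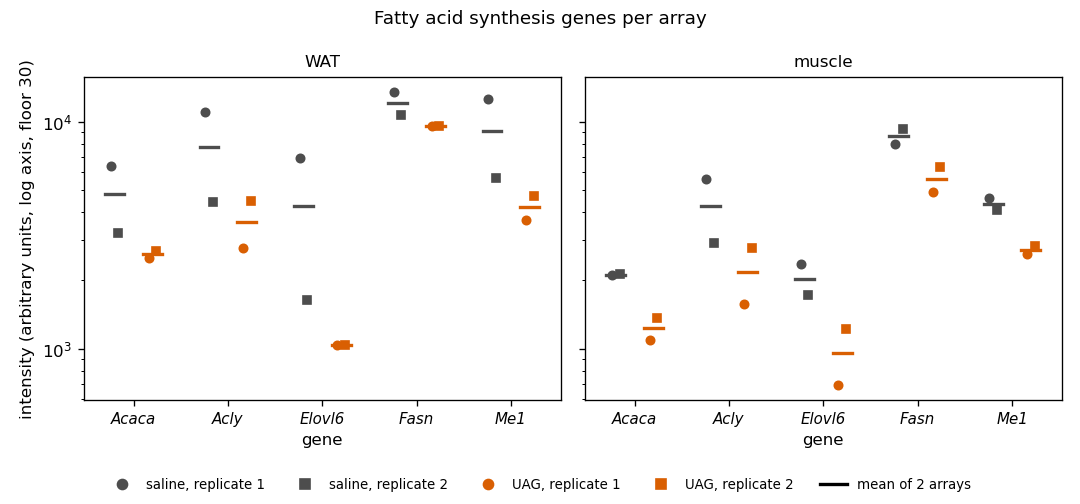
Intensity of 5 genes of fatty acid synthesis on the saline and UAG arrays of WAT and muscle, on a log axis from the floor of 30. Each point is 1 array and the bars are the means of 2. The WAT saline points of Elovl6 lie at 6899 and 1634 and the UAG points at 1038 and 1039.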

**Figure 2:**
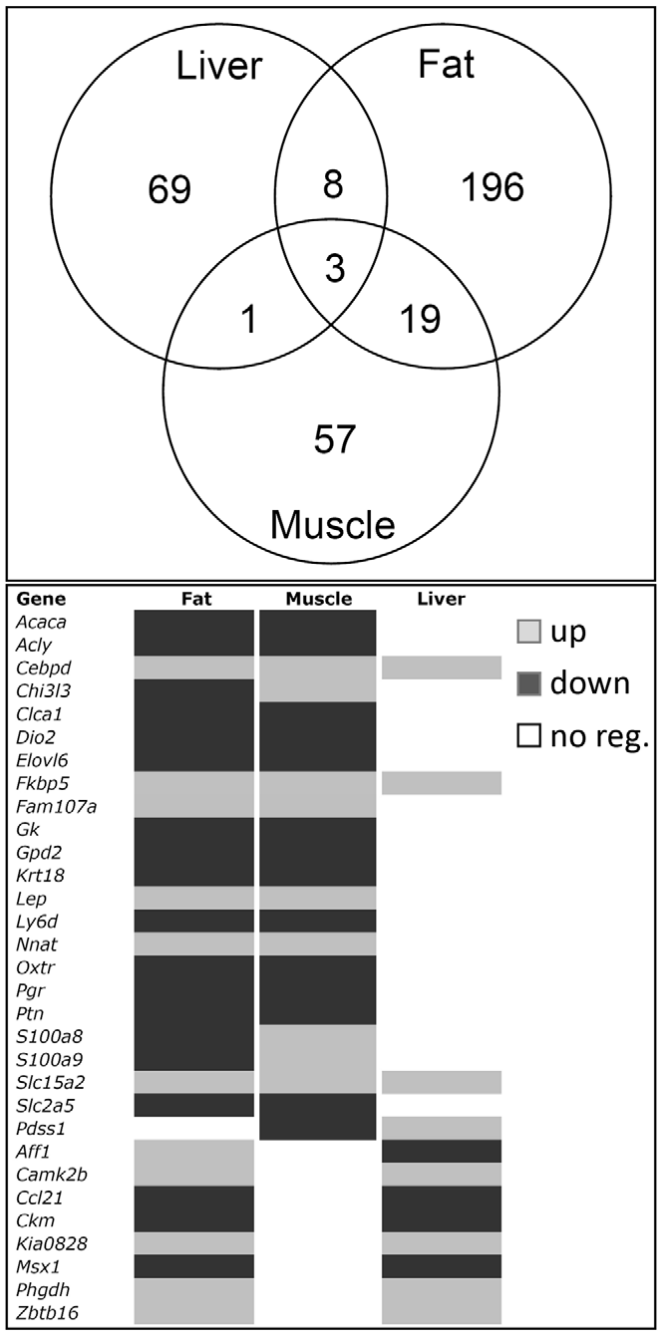
Overlap in the expression of UAG regulated genes amongst tissues of *Ghsr* KO mice. The largest intersecting set occurs between fat and muscle with 22 genes (Venn diagram). These genes tend to be regulated in the same direction in both tissues (18 of 21, heat map on right) and include genes that encode key regulatory enzymes in lipid and carbohydrate metabolism, such as *Acaca* and *Acly*. Intersects between fat and liver, and muscle and liver consist of much smaller gene sets, but include *Camk2b*, *Ckm*, *Phgdh* and *Zbtb16*, which have all been linked with regulation of energy homeostasis and metabolic syndrome.

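By the same rule, 7 genes changed at least 2-fold in both WAT and liver, where independent lists would share 2.31 of 10761 genes (Fisher's exact test, 1-sided, p = 0.00838), and 6 in both muscle and liver, where they would share 0.58 of 10664 (p = 2.3e-05). The methods give n = 2, which reads as the same mice for all tissues, and on that reading the tissues are not independent. The WAT and liver genes include Msx1, a homeobox factor, at ratios of 0.477 and 0.497. Ctse, the protease cathepsin E, was opposite: higher in liver (2.01) and lower in WAT, there by a dim probe set with 0.871 for the brightest. The muscle and liver genes include Sema3f, a semaphorin of axon guidance (0.494 and 2.20), and the stress protein Sesn2, which was higher in liver (3.04) and lower in muscle by a probe set other than its brightest (0.761). All values are means of 2 arrays per group. Between WAT and liver the overlap was 12 and 11 genes without WAT saline replicate 2 and UAG replicate 1, and 16, 23, 16 and 11 without liver saline replicates 1 and 2 and UAG replicates 1 and 2. Between muscle and liver it was 10 and 3 without muscle saline replicate 2 and UAG replicate 2 (Fisher's exact test p = 0.156 for the latter), and 10 and 11 without liver saline replicate 2 and UAG replicate 1.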

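Of the 25 genes shared by WAT and muscle, 21 went the same way (exact binomial test, 2-sided, p = 0.000911), as did 6 of 7 for WAT and liver (p = 0.125) and 4 of 6 for muscle and liver (p = 0.687). Among the 21 were Acot11, an acyl-CoA thioesterase (ratios 0.179 in WAT and 0.466 in muscle, means of 2 arrays), and Ptn, the growth factor pleiotrophin (0.126 and 0.403), whose saline means rest on saline replicate 2 of each tissue (1202 and 901). The 4 opposite genes were Chil3, Cytl1, a cytokine-like protein of cartilage (0.293 and 2.82), and S100a8 and S100a9, calcium-binding proteins of neutrophils. S100a8 was at 2172 on muscle UAG replicate 2 and 82.7 on UAG replicate 1. The paper compares the tissues because genes regulated in several of them could reflect a shared mechanism of UAG, and from the common direction in WAT and muscle it proposes such a mechanism. Genes on the same arrays are not independent, so the binomial p is a description.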

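Ckm, muscle creatine kinase, was at 324 ± 409 on saline and 35.3 ± 7.55 on UAG arrays in WAT (SD, n = 2) and at 84.3 ± 76.8 and 30.0 ± 0 in liver. In each tissue 1 array carries it, WAT saline replicate 1 with 613 and liver saline replicate 1 with 139, and without the former the log2 difference in WAT was -0.0057. On the same WAT array Mylpf, a light chain of fast muscle myosin, was at 267, against 30.0 on saline replicate 2. Phgdh, the first enzyme of serine synthesis, was higher in WAT after UAG, at a ratio of 2.33 by its brightest probe set and 1.75 to 2.42 by the others. In liver 2 of its probe sets lay at the floor, and the others had ratios of 1.51 and 0.539. Camk2b, a calcium-dependent kinase, had a ratio of 1.62 in liver. In WAT it lay near the floor, with means of 32.4 and 30.1, so no direction can be read there. Zbtb16, a zinc finger repressor that glucocorticoids induce, had ratios of 1.87 in WAT and 1.16 in liver. limma called none of these 4 genes.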

### Gene Set Enrichment Analysis (GSEA)

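In place of the published gene sets, 46 lists of pathway genes, targets of regulators and cell type markers were written from general knowledge and tested where 5 or more members were measured. camera compared each list with all other genes of a tissue. In WAT 11 of 39 lists passed an adjusted p of 0.05, 3 higher and 8 lower after UAG, in muscle 19 of 39, 12 higher and 7 lower, and in liver 5 of 37, 4 higher and 1 lower. With a correlation between genes estimated from the residuals, 2 of the calls held in WAT (glucocorticoid-responsive and circadian clock genes), 9 in muscle (fatty acid, triglyceride and cholesterol synthesis, glycolysis, the pentose phosphate pathway, E2F, CREB and ATF, and glucocorticoid targets, and brown adipocyte markers) and 4 in liver (lipolysis, glucocorticoid-responsive and acute-phase genes, and markers of the reproductive tract). The estimate was 0 for circadian clock genes in WAT, cholesterol synthesis and glycolysis in muscle, and reproductive tract markers in liver. For acute-phase genes in liver it was 0.00785. These estimates lie below the preset 0.01, so for these lists the test was no stricter. Each estimate rests on the 4 arrays of a tissue. fry called 0 lists in each tissue. Among the members was Tsc22d3, a target of the glucocorticoid receptor, at 785 ± 113 on saline and 1937 ± 588 on UAG arrays of WAT (SD, n = 2), with 1 of its 2 other probe sets lower. Ciart, a repressor of the circadian clock, was at 96.5 ± 6.35 and 209.7 ± 29.7. In muscle the count was 9 without UAG replicate 2. In liver it was 9 without saline replicate 2 or UAG replicate 1. The call of reproductive tract markers there was lost without saline replicate 1, UAG replicate 1 or UAG replicate 2. The median of these markers was -0.179 over all liver arrays and stayed between -0.294 and -0.160 without any 1 array.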

Gene Set Enrichment Analysis (GSEA) was used to analyze the entire microarray data set from each tissue [19].

#### White adipose tissue

In WAT, UAG upregulated gene sets for N-glycan degradation, fibrinolysis/complement pathways, the CD40 pathway, the Akt pathway, and the glutathione metabolic pathway (Table S1). 

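The 10 measured genes of N-glycan degradation, lysosomal and cytosolic enzymes that take sugars off glycoproteins, were all higher on UAG arrays of WAT, with a median log2 difference of 0.27 (camera adjusted p = 0.0105). The adjusted p = 0.467 with an estimated correlation, and it was 0.150 without saline replicate 2 and 0.159 without UAG replicate 2. Cfb, factor B of the alternative complement pathway, was at 349 ± 119 on saline and 729 ± 85.5 on UAG arrays (SD, n = 2), and C2, of the classical pathway, at 766 ± 52.4 and 1236 ± 195. Of 15 complement and fibrinolysis genes 10 were higher and 5 lower (median 0.26, adjusted p = 0.0746, 0.489 and 0.0197 without saline replicates 1 and 2, and 0.408 and 0.0362 without UAG replicates 1 and 2). Tnfaip3, an inhibitor of NF-kappaB signalling, had a log2 difference of 0.75 (standard error 0.19), and 9 of 13 genes of the CD40 list were higher (median 0.13, adjusted p = 0.120). Gsta3, a glutathione transferase, was at 1092 ± 355 and 1956 ± 163, and Gsta4 at 845 ± 509 and 556 ± 38.7, with arrays that overlap. Of 22 glutathione genes 13 were higher (median 0.0037, adjusted p = 0.617). Msln, a marker of the mesothelium that covers gonadal fat, was at 136 ± 30.1 and 316 ± 136. limma called none of these genes.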

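Of 19 genes of fatty acid synthesis, 18 were lower on UAG than on saline arrays of WAT (median log2 difference -0.77, camera adjusted p = 1.31e-07, adjusted p = 0.446 with an estimated correlation). Fasn was at 12110 ± 2022 and 9575 ± 47.4 (SD, n = 2) and Me1 at 9113 ± 4859 and 4215 ± 719. Of 20 genes of cholesterol synthesis 19 were lower (median -0.26, adjusted p = 0.000753), with Lss, lanosterol synthase, at 290 ± 205 and 145 ± 15.4, with overlapping arrays. The tricarboxylic acid cycle had 18 of 20 lower (median -0.31, adjusted p = 0.000983), with Dlat, of the pyruvate dehydrogenase complex, at a log2 difference of -0.65 (standard error 0.34), and oxidative phosphorylation 50 of 57 lower (median -0.17, adjusted p = 4.95e-05), with Cox5a, a subunit of complex IV, at -0.47 (0.22). For each of these 3 lists the adjusted p = 0.656 with an estimated correlation. Glycolysis and gluconeogenesis did not pass (median -0.32, adjusted p = 0.0635): Pkm, pyruvate kinase, was at 2149 ± 1192 and 1178 ± 104 and Pck1, of gluconeogenesis, at 4637 ± 2818 and 6946 ± 805, the latter with arrays that overlap. Nor did sugar transport and glycogen (median -0.35, adjusted p = 0.0532). Both calls depend on the setting. Over other settings that leave out no array the adjusted p ran from 0.0177 to 0.805 for glycolysis and from 0.00637 to 0.783 for sugar transport. Markers of brown adipocytes were lower too, 7 of 7 (median -1.43, adjusted p = 0.000276, adjusted p = 0.446 with an estimated correlation). No gene of these lists passed limma, also when adjusted over the list alone. Without saline replicate 1 the medians were -0.16 for fatty acid synthesis (adjusted p = 0.143), 0.085 for cholesterol synthesis (0.356), 0.085 for the tricarboxylic acid cycle (0.340), 0.073 for oxidative phosphorylation (0.188), -0.058 for brown adipocytes (0.383), 0.062 for glycolysis (0.453) and 0.14 for sugar transport (0.143). Without saline replicate 2 that of fatty acid synthesis was -1.49, and glycolysis (-0.62, adjusted p = 6.82e-06) and sugar transport (-1.15, 6.79e-08) passed as lower.

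**Figure D3:**
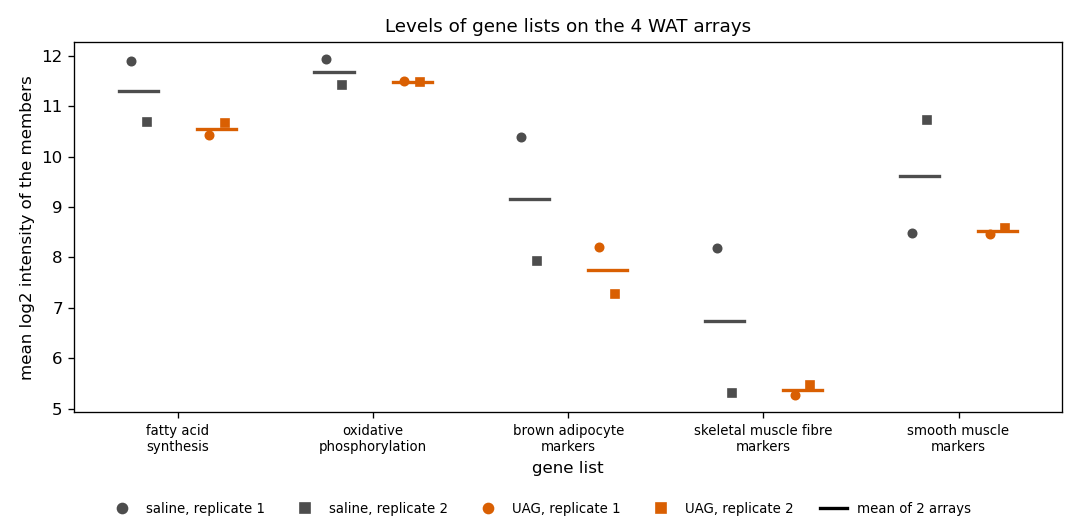
Mean log2 level of 5 gene lists on each of the 4 WAT arrays. Each point is the mean over the measured members on 1 array: the fatty acid synthesis list lies at 11.9 on saline replicate 1 and at 10.68, 10.42 and 10.66 on saline replicate 2 and UAG replicates 1 and 2.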

UAG down-regulated gene sets (Table S2) relating to fatty acid, cholesterol/steroid and glucose/carbohydrate metabolism, and mitochondrial respiration (OXPHOS and Krebs/TCA cycle pathways), as well as gene sets linked with T2D and Maturity Onset Diabetes of the Young (MODY), and insulin signaling.

GSEA was also used to interrogate gene sets that contain specific *cis*-regulatory elements (Tables S3 & S4). Transcripts of genes containing E2F, ATF2 and REST *cis*-elements were upregulated by UAG in *Ghrs* KO WAT. 

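Of 17 E2F targets and cell cycle genes measured in WAT, 5 were higher and 12 lower on UAG arrays (median log2 difference -0.12, camera adjusted p = 0.105). E2f1, the cell cycle transcription factor itself, was at 43.7 ± 0.876 on saline and 91.4 ± 30.9 on UAG arrays (SD, n = 2). Mcm2 and Mcm5, subunits of the replicative helicase, were at 164 ± 53.3 and 90.6 ± 48.9 and at 89.3 ± 48.1 and 54.2 ± 0.0210. Of 17 CREB and ATF targets 13 were higher and 4 lower (median 0.22, adjusted p = 0.0841). Sik1, a kinase that cAMP induces, was at 33.7 ± 5.23 and 58.9 ± 5.27, and Ppargc1a, a coactivator of mitochondrial genes, at 83.6 ± 52.1 and 41.5 ± 12.3, with arrays that overlap. 1 of these targets was higher when adjusted over the list alone. The E2F list was called as lower without saline replicate 1 (median -0.48, adjusted p = 0.000351), and its median was 0.14 without saline replicate 2 (0.408). limma called none of these genes. REST targets were not analysed here.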

Transcripts of genes containing, for example, SRF, AP2, CEBP, and FOX *cis*-elements were downregulated by UAG.

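Of 21 SRF targets, genes of the contractile cytoskeleton and of the immediate-early response, 8 were higher and 13 lower on UAG arrays of WAT (median log2 difference -0.21, camera adjusted p = 0.105). Over other settings that leave out no array the median ran from -0.335 to -0.125 and the adjusted p from 3.05e-05 to 0.896. The call therefore depends on the setting. Tpm1 and Tpm2, tropomyosins, were at 1803 ± 1433 on saline and 409.7 ± 8.07 on UAG arrays (SD, n = 2) and at 4086 ± 4342 and 1103 ± 85.9. Cnn1, the calponin of smooth muscle, was at 1822 ± 2179 and 279 ± 39.6, and Myl9, a myosin light chain, at 4734 ± 4637 and 1394 ± 53.0. These levels follow saline replicate 2, on which Actg2, smooth muscle actin, was at 4963, against 348 on saline replicate 1. The smooth muscle markers were lower as a list, 10 of 11 (median -1.10, adjusted p = 0.00181, adjusted p = 0.555 with an estimated correlation). Without saline replicate 2 the SRF list was called as higher (median 0.34, adjusted p = 0.00598) and the median of the smooth muscle list was 0.029 (0.689). Without saline replicate 1 the SRF list was called as lower (-0.77, 5.57e-10). Lists for AP2, CEBP and FOX elements were not analysed here.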

#### Muscle

In muscle, UAG upregulated gene sets that were predominantly associated with myocyte (RARALPHA, MYOD_NIH3T3) and adipocyte (IDX_TSA, NADLER_OBESITY_UP) differentiation, as well as WNT, IGF-I and insulin signaling (Table S5). 

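Of 12 myogenic regulators and their targets in muscle, 9 were higher and 3 lower after UAG, and the list passed camera (median log2 difference 0.10, adjusted p = 0.0407, adjusted p = 0.496 with an estimated correlation). Myf6, a myogenic transcription factor of mature fibres, was at 1108 ± 245 on saline and 1514 ± 60.5 on UAG arrays (SD, n = 2), and Myh3, embryonic myosin, at 32.5 ± 3.00 and 48.7 ± 2.56. Of 18 adipogenesis genes 11 were higher and 7 lower (median 0.026, adjusted p = 0.0254, adjusted p = 0.123 with an estimated correlation), with 2 higher when adjusted over the list alone. Klf15, a regulator of adipocyte and muscle metabolism that glucocorticoids induce, was at 579 ± 37.6 and 771 ± 44.9. Igfbp3, which binds IGF-I, was at 145 ± 19.7 and 248 ± 85.0, and 13 of 19 Wnt and IGF genes were higher (median 0.16, adjusted p = 0.113, 0.934 and 0.0258 without saline replicates 1 and 2, and 0.0294 and 0.986 without UAG replicates 1 and 2). Slow fibre markers moved with these groups: 8 of 9 were higher (median 1.28, adjusted p = 2.09e-07, adjusted p = 0.123 with an estimated correlation), as Myh7, slow myosin, was at 76.8 on saline replicate 1 and at 808 or more on the other muscle arrays. Without that array the median of the slow fibre list was -0.092 (adjusted p = 0.885) and that of adipogenesis -0.14 (0.606). The latter was -0.065 without UAG replicate 2 (0.390), and the myogenic list had a median of -0.10 without saline replicate 2 (0.646) and an adjusted p of 0.150 and 0.137 without UAG replicates 1 and 2.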

Down-regulated gene sets in muscle include the pentose phosphate pathway, as well as pathways involved with lipid and carbohydrate metabolism (Table S6).

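In muscle, 16 of 19 genes of fatty acid synthesis were lower after UAG, 6 of them when adjusted over the list alone and none over all genes (median log2 difference -0.36, camera adjusted p = 5.27e-14). Fasn was at 8612 ± 921 on saline and 5610 ± 997 on UAG arrays (SD, n = 2), and Acss2 at 1342 ± 88.0 and 869.9 ± 89.6. Lower too were 11 of 12 genes of triglyceride synthesis (median -0.22, adjusted p = 5.26e-06), with Agpat2, which makes phosphatidic acid, at 3687 ± 308 and 2654 ± 61.0, and 19 of 20 of cholesterol synthesis (median -0.16, adjusted p = 0.00105), with Sc5d, a desaturase of sterols, at 742 ± 65.9 and 591 ± 112. Glycolysis and gluconeogenesis passed as lower by its mean (-0.13, adjusted p = 0.0407), while 12 of 21 members were higher and the median was 0.0098. Pfkl, phosphofructokinase of liver and fat, was at 584 ± 91.7 and 372 ± 30.2. Of 13 sugar transport and glycogen genes 10 were lower (median -0.081, adjusted p = 0.0407, adjusted p = 0.496 with an estimated correlation), with Pygl, the glycogen phosphorylase of liver, at 1666 ± 215 and 1040 ± 284. Brown adipocyte markers were lower in the same muscle arrays, 8 of 8 (median -0.76, adjusted p = 4.19e-11), with Cidea at 3390 ± 920.3 and 1980 ± 159.6. Triglyceride synthesis was not called without saline replicate 2, and cholesterol synthesis not without saline replicate 1. Without any 1 array their medians stayed between -0.474 and -0.145 and between -0.198 and -0.134. Sugar transport had a median of 0.054 without saline replicate 1, and was not called there or without UAG replicates 1 or 2. Without each array in turn glycolysis had an adjusted p of 0.0844, 0.340, 0.130 and 0.335 (saline replicates 1 and 2, UAG replicates 1 and 2).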

Assessment of transcript gene sets containing specific *cis*-regulatory elements that were upregulated by UAG in muscle are detailed in Table S7. These include genes containing E2F, C/EBP(β/δ), CREB, SREBP, GATA, MYOGENIN and MYOD *cis*-elements. 

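Of 17 E2F targets and cell cycle genes measured in muscle, 16 were higher on UAG arrays (median log2 difference 0.50, camera adjusted p = 1.13e-06). Mcm5, of the replicative helicase, was at 42.7 ± 2.23 on saline and 78.9 ± 3.06 on UAG arrays (SD, n = 2), Rrm2, which makes deoxyribonucleotides, at 37.8 ± 3.06 and 79.2 ± 46.3, and Mki67, a proliferation marker, at 30.0 ± 0 and 60.0 ± 42.4. Of 17 CREB and ATF targets 13 were higher (median 0.21, adjusted p = 0.00307), with Dusp1, a phosphatase of MAP kinases, at 1001 ± 184 and 1675 ± 384 and Atf3, a stress-induced factor, at 53.3 ± 4.92 and 81.9 ± 16.5. Of 21 SRF targets 17 were higher (median 0.20, adjusted p = 0.00689, adjusted p = 0.212 with an estimated correlation), 1 of them when adjusted over the list alone, with Ccn2, a matrix growth factor, at 256 ± 46.0 and 500.4 ± 51.6. Neutrophil markers moved with the E2F list, 12 of 12 higher (median 1.04, adjusted p = 1.07e-07, adjusted p = 0.166 with an estimated correlation): Ngp, of granulocyte precursors, was at 1280 on UAG replicate 2 and 54.7 on UAG replicate 1. Without UAG replicate 2 the adjusted p of the E2F list was 0.130 and the median of the neutrophil list -0.22 (0.266), whose adjusted p was 0.0965 without saline replicate 1. The CREB and ATF list was not called without saline replicate 1 or UAG replicate 1, and its median ranged from 0.0331 to 0.262 without any 1 array. The SRF list had a median of -0.095 without saline replicate 1, and was not called there or without UAG replicate 2. SREBP, GATA and C/EBP elements were not analysed here.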

Transcripts of genes containing HNF1 *cis*-elements were downregulated by UAG.

#### Liver

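In liver, 15 E2F targets and cell cycle genes had a median log2 difference of -0.075 (camera adjusted p = 0.699). Mcm6, of the replicative helicase, was at 68.7 ± 27.5 on saline and 101 ± 17.6 on UAG arrays, with arrays that overlap (SD, n = 2), and Mcm2 at 105 ± 6.69 and 69.4 ± 23.6. The 11 measured adipogenesis genes had a median of 0.059 (adjusted p = 0.197). Pparg, the nuclear receptor that drives adipocyte differentiation, was at 83.9 ± 14.5 and 124 ± 56.1, with overlapping arrays. Markers of hepatocytes were higher as a list, 10 of 10 (median 0.20, adjusted p = 0.0477, adjusted p = 0.684 with an estimated correlation), with Apoa1, the main apolipoprotein of HDL, at a log2 difference of 0.28 (standard error 0.26, overlapping arrays). Without UAG replicate 2 the median of that list was 0.020 (adjusted p = 0.962), its adjusted p was 0.373 and 0.145 without saline replicates 1 and 2, and with the 12 arrays quantile normalized again it was -0.0057.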

UAG upregulated gene sets in liver, as in fat and muscle, included those related to hepatocyte growth and adipogenesis (eg. LEE_MYC_E2F1_UP and IDX_TSA_UP_CLUSTER1; Table S8). Additionally, three gene sets related to mitochondrial oxidative respiration (HAS00190_OXIDATIVE_PHOSPHORYLATION, CITRATE_CYCLE_TCA_CYCLE and ELECTRON_TRANSPORT_CHAIN) were upregulated. 

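Of 57 genes of oxidative phosphorylation in liver, 45 were higher and 12 lower on UAG arrays (median log2 difference 0.045, camera adjusted p = 0.0707). Ndufb9, a subunit of complex I, was at 4109 ± 516 on saline and 4880 ± 212 on UAG arrays (SD, n = 2), and Cycs, cytochrome c, at 5820 ± 114 and 6907 ± 1642, with arrays that overlap. Of 20 genes of the tricarboxylic acid cycle 18 were higher (median 0.051, adjusted p = 0.138). Suclg2, of succinyl-CoA synthetase, was at 3250 ± 166 and 4174 ± 234, and Fh1, fumarase, at 2505 ± 326 and 2885 ± 72.0. Cyp2e1, a marker of hepatocytes, was at 13650 ± 569.6 and 16650 ± 2875 on the same arrays. The oxidative phosphorylation list was called as higher without saline replicate 1 (median 0.12, adjusted p = 0.00274) and without UAG replicate 1 (0.089, 0.00110), as was the tricarboxylic acid cycle (adjusted p = 0.0303 and 0.0259). Their medians were 0.0032 (0.971) and 0.011 (0.962) without saline replicate 2. limma called none of its genes.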

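In liver, 17 CREB and ATF targets had a median log2 difference of 0.071 after UAG (camera adjusted p = 0.390), which was -0.011 without saline replicate 1 (0.280) and passed without saline replicate 2 (0.24, 0.0244). Per1, a clock gene with CREB sites, was at 165 ± 114 on saline and 277 ± 24.5 on UAG arrays (SD, n = 2), Atf3 at 35.9 ± 8.29 and 58.0 ± 13.9, and Dusp1 at 528 ± 188 and 914 ± 519.7, with arrays that overlap. Of 19 SRF targets the median was 0.062 (adjusted p = 0.138). Ccn2 was at 122 ± 50.7 and 237 ± 66.1, and Tagln, of smooth muscle, at 39.4 ± 13.2 and 73.0 ± 40.6, with overlapping arrays. limma called none of these genes.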

Assessment of transcript gene sets containing specific *cis*-regulatory elements that were upregulated by UAG in liver (Table S9) include ATF, CREBP1 and RSRF4.

### Quantitative PCR gene expression confirmation

We next validated the microarray data analyses in an independent experiment. Six *Ghsr* knockout mice were injected with either saline or UAG and 6 hours later tissues were removed for analysis of gene expression by quantitative PCR. We assessed genes identified in the initial expression profiling experiment to be either regulated more than 2-fold by UAG treatment, or those linked with UAG-regulated pathways identified by GSEA, particularly lipid and carbohydrate metabolism, and adipogenesis. Between the two independent (microarray and QPCR) experiments, approximately 70% (15) of the genes assessed show strong correlation (*r^2^* = 0.8, *p*<0.0001) in direction and magnitude of regulation by UAG (Figure S1).

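For the genes measured by quantitative PCR, the array difference went the same way as the PCR in 14 of 19 in WAT (exact binomial test, 2-sided, p = 0.0636), 6 of 11 in muscle (p = 1) and 8 of 12 in liver (p = 0.388). In WAT, Mmp9, a matrix protease, was at 286 ± 30.8 on saline and 103 ± 10.3 on UAG arrays (SD, n = 2), and Lcn2, lipocalin 2, at 86.7 ± 40.0 and 30.0 ± 0. The PCR direction was opposite for Cebpd, Pparg (array log2 difference 0.29), Acad9, an acyl-CoA dehydrogenase (0.38), Jag1, a Notch ligand (0.40), and Srebf1, the regulator of fatty acid synthesis (-0.43), of which the PCR measured the 1c isoform. Pparg was at -0.074 without saline replicate 2 and Srebf1 at 0.30 without saline replicate 1, both then in the PCR direction. In muscle it was the same for Foxa1, a forkhead factor (log2 difference -0.32), and opposite for Nox4, an NADPH oxidase (0.55). In liver it was the same for Pde6c, a phosphodiesterase (1.46), and Lcn2 (0.89), and opposite for Saa1, an acute-phase protein (0.86). The study chose these genes partly from its arrays, so the counts are not independent evidence. Without liver saline replicate 1 or UAG replicate 2 the liver count was 5, and without muscle saline replicate 2 or UAG replicate 1 that of muscle was 5. The PCR levels themselves were not analysed here.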

#### White adipose tissue

In gonadal WAT many genes linked with lipogenesis were significantly down-regulated (Fig. 3). These include *Acaca* (acetyl CoA carboxylase α), *Acly* (ATP citrate lyase), *Acad9* (acetyl CoA dehydrogenase 9), *Fasn* (fatty acid synthase), *Elovl6* (ELOVL family member 6, elongation of long chain fatty acids) and *Gyk* (glycerol kinase) (Fig. 3A). Hormone sensitive lipase and lipoprotein lipase mRNAs (*Lipe* and *Lipd*) were significantly increased (Fig. 3B). Genes that control sterol/cholesterol synthesis are also regulated. For example, *Hmgcs1* (cytosolic hydroxymethylglutaryl CoA synthase) and *Insig1* (insulin induced gene 1) mRNAs are suppressed and *Srebp1c* (sterol response-element binding protein 1c) is induced (Fig. 3C). There is recent evidence that SREBP1c, in contrast to its function in liver, regulates cholesterol synthesis not lipogenesis in fat [20], [21]. In fat there appears to be uncoupling of this transcription factor from regulation of genes such as *Acaca* and *Fas*, which could explain our finding that these genes are not coordinated with *Srebp1c* expression. We found in the array data that *Srebp2* expression is suppressed by approximately 30%, a possible mechanism for the down-regulation of lipogenic genes, although this transcription factor preferentially regulates cholesterologenesis [22]. 

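Srebf2, which encodes SREBP2, the transcription factor of cholesterol synthesis, was at 143.2 on average on the saline arrays of WAT (121.6 and 164.9) and at 154.1 on the UAG arrays (168.8 and 139.5) by its brightest probe set, a ratio of 1.08 (n = 2). Its other measured probe set was at 112 and 80.6, a ratio of 0.72. Of its targets, Idi1, of isoprenoid synthesis, was at 465 ± 251 and 284 ± 11.5 (SD), and Insig1, which retains the SREBPs in the endoplasmic reticulum, at 662 ± 259 and 555 ± 132, both with arrays that overlap. limma gave Srebf2 an adjusted p of 0.939 by the brightest probe set.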

Further work needs to be performed to determine the transcriptional mechanisms involved. *Insig1* is also a target gene for PPARγ activation, and its down-regulation may be linked with the down-regulation of both *Pparg* and *Ppargc1a* (Fig. 3D).

**Figure 3:**
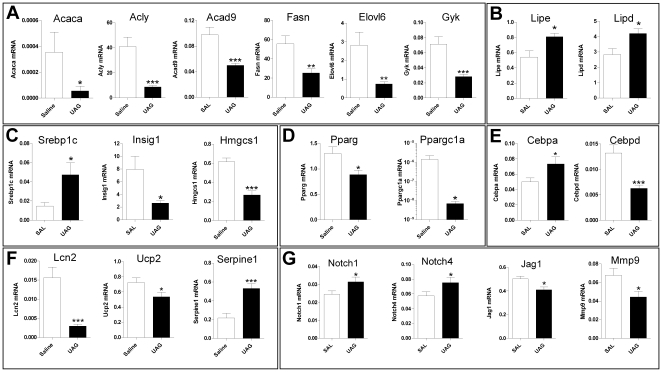
Confirmation of UAG regulated genes in white adipose tissue. Quantitative PCR measurement of gene expression in an independent experiment confirms regulation by UAG of genes involved in lipid/cholesterol metabolism, as well as adipocyte differentiation and insulin-sensitivity in white adipose tissue (WAT). A: Key regulators of fatty acid synthesis, both short and long-chain, were suppressed by UAG treatment. B: Hormone sensitive lipase (*Lipe*) and liporotein lipase (*Lipd*) gene expression is increased. C: Regulators of cholesterol synthesis, *Insig1* and *Hmgcs1* are suppressed by UAG, whereas *Srebp1c* is induced. D: Expression of *Pparg* and its coactivator *Ppargc1a*, mRNAs that encode key regulators of lipid synthesis were suppressed by UAG. *Pparg* is also a key regulator of adipocyte differentiation. E: Key transcriptional regulators of adipocyte differentiation, *Cebpa* and *Cebpd* are up and down-regulated, respectively, by UAG in fat, suggesting suppressive effects on the early stages of differentiation. F: Regulation of *Serpine1*, *Lcn2* and *Ucp2* by UAG indicates improvement of insulin sensitivity in WAT. G: Components of the Notch signalling (*Notch1/4*, *Jagged1*) and the fibrinolytic (*Mmp9*) pathways (inhibitory and permissive for adipocyte differentiation, respectively) are regulated by UAG.

Down-regulation of the key regulator of adipogenesis, *Pparg*, indicated modulation of differentiated state in adipose tissue, as revealed by GSEA analysis. Additionally, GSEA showed that UAG altered the expression of genes containing *cis*-elements that bind adipogenic transcription factors (eg. E2F, p27, p53, SRF [23]). This was borne out by the finding that several genes that either regulate, or are markers for, adipogenesis were altered acutely by UAG treatment. For example, mRNAs encoding C/EBPα and C/EBPδ were rapidly up- and down-regulated, respectively, by UAG treatment (Fig. 3E). *Lcn2* (lipocalin 2) and *Ucp2* (uncoupling protein 2) were markedly suppressed by UAG, indicating improved insulin signaling. *Serpine1* (encoding PAI-1) was increased (Fig. 3F). Based on GSEA, we also measured expression of genes involved in Notch signaling (*Notch1/4* and *Jag1*) and matrix remodeling/fibrinolysis (*Mmp9* and *Timp4*) and found them to be regulated by UAG (Fig. 3G). These pathways are important for normal adipogenesis and are altered in obesity [24], [25].

#### Muscle

UAG significantly regulated a number of genes in muscle that were involved in lipid and carbohydrate metabolism. Like WAT, the majority of these were downregulated, with a few exceptions, including *Acaca* and *Gyk*, which were significantly upregulated (Fig. 4A). The key regulator of these processes, *Pparg* was suppressed, as well as genes linked with mitochondrial respiration, such as *Ppargc1a* and *Cpt1b* (Fig. 4B). Surprisingly, in *Ghsr* KO muscle *Acaca* was expressed at similar levels to *Acacb* (which encodes the predominant form of muscle acetyl CoA carboxylase, ACC2). However, this gene was not regulated by UAG treatment. Two genes that are important in the early regulation of adipogenesis, *Cebpd* and *Foxa1*, are also modulated by UAG (Fig. 4C). Finally, four genes linked with modulation of insulin sensitivity, *Lcn2*, *Ucp2*, *Serpine1* and *Nox4*, are suppressed by UAG treatment in muscle (Fig. 4D).

**Figure 4:**
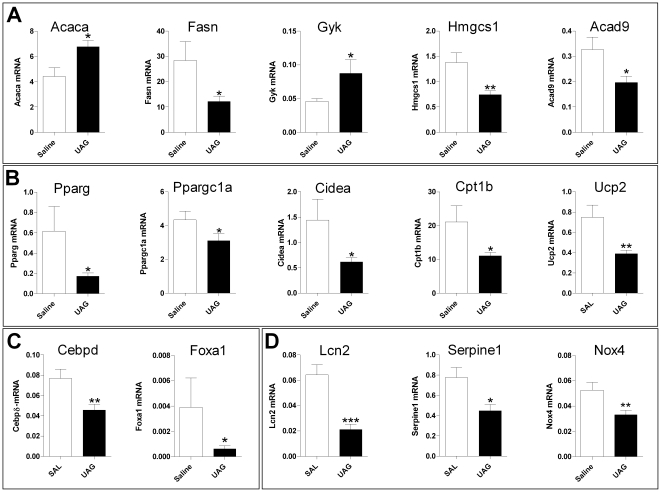
Quantitative PCR measurement of UAG regulated genes in muscle, in an independent experiment. A: Genes encoding components of fatty acid, triglyceride and cholesterol synthetic pathways. B: Genes encoding key regulators of lipid metabolism and lipid handling. C: Genes encoding muscle differentiation. D: Genes encoding modulators of insulin sensitivity and signaling.

#### Liver

Liver responded differently from WAT and muscle in that genes encoding components of lipid and carbohydrate metabolic pathways, if they were regulated at all, were upregulated (Fig. 5A). This fits with GSEA analyses, where adipogenic pathway gene sets were upregulated in liver as opposed to mostly being down-regulated in WAT and muscle. Conversely, *Lcn2* and *Nox4*, genes linked with insulin sensitivity that were downregulated in WAT and muscle, were upregulated (Fig. 5B). 

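In WAT, 14 of 18 adipogenesis genes were higher and 4 lower after UAG (median log2 difference 0.13, camera adjusted p = 0.105). Zfp423, a factor of preadipocyte commitment, was at 123 ± 24.4 on saline and 227 ± 24.9 on UAG arrays (SD, n = 2). In muscle Dlk1, an inhibitor of adipogenesis made by preadipocytes, was at 35.6 ± 7.85 and 44.0 ± 1.90, and Pparg had a log2 difference of -0.25 (standard error 0.34). White adipocyte markers had a median of 0.18 in WAT (8 of 8 higher, adjusted p = 0.0532) and 0.033 in muscle (adjusted p = 0.445). In WAT both lists passed as higher without saline replicate 1 (adipogenesis 0.25, adjusted p = 0.0110, white adipocytes adjusted p = 0.0416), and in muscle the white adipocyte list had a median of -0.28 without saline replicate 1 (0.00587), 0.43 without saline replicate 2 (3.33e-05) and 0.17 without UAG replicate 1 (0.0348). Tested between tissues, the UAG difference of the adipogenesis list was -0.050 in liver minus WAT (median, adjusted p = 0.478), -0.012 in liver minus muscle (adjusted p = 0.831) and -0.074 in muscle minus WAT (adjusted p = 0.660), so none of these differences passed the test.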

*Saa1*, a marker of high fat diet induced hepatic insulin resistance, is suppressed by UAG. Lastly, it was found that several upregulated genes indicated the influence of UAG on signaling pathways involving GH (*Cyp3a16*, *Igf1*), cytokines (*Stat3*), cAMP (*Pde6c*) and PPARγ (*G0S2*) (Fig. 5C).

**Figure 5:**
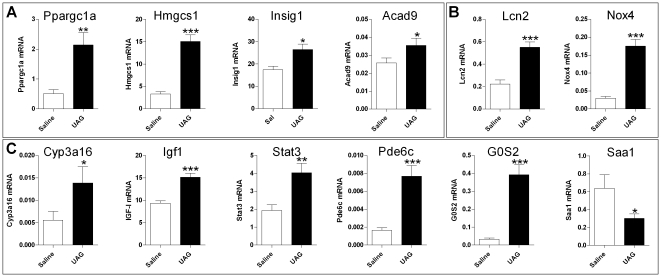
Quantitative PCR measurement of UAG regulated genes in liver, in an independent experiment. A: Genes encoding components of lipid and cholesterol synthetic pathways. B: Genes encoding modulators of insulin sensitivity and signaling. C: Genes encoding markers of GH responsiveness and components of intra-cellular signaling pathways.

## Discussion

The goal of this study is to identify in an objective way the effects of UAG on gene expression in metabolically important tissues in order to extract information about the cellular mechanism for UAG function in the absence of the GHSR. 

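The UAG difference itself was compared between tissues, in a fit with all 12 arrays. Against WAT, the difference in liver was more positive for fatty acid synthesis, with 17 of 19 genes higher (median log2 difference 0.74, camera adjusted p = 4.39e-05), cholesterol synthesis (0.18, 0.0303), fatty acid oxidation (0.31, 0.00820) and glycolysis and gluconeogenesis (0.28, 0.0153). Against muscle, it was more positive in liver for triglyceride synthesis (median 0.48, adjusted p = 0.00289), and did not pass for fatty acid synthesis (0.27, 0.0567) or lipolysis (0.25, 0.0779). Between muscle and WAT, the difference in muscle was more positive for fatty acid synthesis (0.37, 0.0171) and more negative for the pentose phosphate pathway (-0.32, 0.0118). Scd1, the main desaturase of fatty acids, had log2 differences of 0.028 in WAT (standard error 0.21, n = 2), -0.077 in muscle (0.16) and -0.31 in liver (0.22), and Acadm, of fatty acid oxidation, -0.18, -0.17 and 0.30. With an estimated correlation none of the list differences passed, the adjusted p being 0.605 for fatty acid synthesis in liver minus WAT, 0.925 for triglyceride synthesis in liver minus muscle and 0.347 for the pentose phosphate pathway in muscle minus WAT. Brown adipocyte markers differed between liver and WAT the same way (median 1.38, adjusted p = 0.00039, adjusted p = 0.605 with an estimated correlation). Without WAT saline replicate 1 the medians in liver minus WAT were 0.14 for fatty acid synthesis (adjusted p = 0.535), -0.22 for cholesterol synthesis (0.2), 0.0089 for fatty acid oxidation (0.617), -0.0028 for glycolysis (0.954) and 0.058 for brown adipocytes (0.526), and that of fatty acid synthesis in muscle minus WAT was -0.47 (0.121). In liver minus WAT the call was also lost without liver saline replicate 2 for fatty acid synthesis (median 0.595) and glycolysis (0.31). For cholesterol synthesis it was lost without WAT UAG replicate 1, liver saline replicate 1 or liver UAG replicate 2 (0.148, 0.152 and -0.0541). For fatty acid oxidation it was lost without WAT UAG replicate 1 or liver saline replicate 1 (0.204 and 0.188). For glycolysis it was lost without liver UAG replicate 1 as well (0.2). In liver minus muscle the call of triglyceride synthesis was lost without muscle saline replicate 2 (median 0.211). It was also lost without liver saline replicate 2 (0.366) or liver UAG replicate 1 (0.39). In muscle minus WAT that of fatty acid synthesis was lost without UAG replicate 1 of WAT (0.194) or UAG replicate 2 of muscle (0.177). That of the pentose phosphate pathway was lost without saline replicate 2 of WAT (0.0039) or muscle (-0.088) or UAG replicate 1 of muscle (-0.354).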

We find that UAG generally down-regulates genes that encode components of lipid and carbohydrate metabolic pathways in WAT and muscle and up-regulates them in liver, indicating an overall improvement in metabolic profile. This corroborates earlier clinical and animal studies showing that UAG can improve lipid and glucose homeostasis, and demonstrate that UAG has functional effects on pathways that regulate lipid and glucose metabolism. Agreement between the independent microarray and QPCR data strengthen this conclusion. Even more interesting is the discovery that UAG upregulates pathways involved in insulin signaling. This suggests direct regulation of insulin sensitivity, particularly in WAT, as well as cross-talk between UAG and insulin signaling pathways. Collectively, these effects of UAG are similar to the finding that partial antagonism, or reduced expression, of PPARγ blocks its obesogenic effects, but maintains the ability of PPARγ to improve insulin sensitivity [26], [27].

The second important finding is that peripherally administered UAG has activity in the absence of the GHSR, as indicated in pathways analyses by the modulation of diverse signaling pathways including [Ca^2+^]_i_, cAMP, “growth factors”, Notch and Wnt. Furthermore, the gene expression of a number of G-protein coupled receptors (GPCR) and their regulatory proteins were modulated by UAG in WAT and muscle. Such candidate receptors may be regulated via feedback mechanisms by their ligands and it is possible that one of them is responding to UAG treatment. The only GPCR regulated by UAG in both WAT and muscle was the oxytocin receptor. 

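Oxtr, the oxytocin receptor, was at 734 ± 414 on saline and 260.1 ± 45.5 on UAG arrays in WAT (SD, n = 2, ratio 0.354) and at 181 ± 155 and 73.1 ± 14.1 in muscle, where the arrays overlap (ratio 0.404). Log2 differences were -1.38 (standard error 0.40, limma adjusted p = 0.646) and -0.99 (0.56). In both tissues the highest level was on saline replicate 2, 1027 and 291, and without it the ratios were 0.59 and 1.03. On these arrays Pgr, the progesterone receptor of the reproductive tract, was at 1069 and 400.2, against 33.5 and 30.0 on saline replicate 1. In WAT 13 of 15 markers of the female reproductive tract, a list that holds Oxtr and Pgr, were lower on UAG arrays. The median log2 difference was -0.89 (camera adjusted p = 1.55e-05, adjusted p = 0.118 with an estimated correlation). The list was not called without saline replicate 2. In muscle 8 of 13 markers were higher (median 0.0535, adjusted p = 0.576). Their mean log2 level was still highest on muscle saline replicate 2, at 7.963. It was 5.83, 6.66 and 6.903 on saline replicate 1 and UAG replicates 1 and 2.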

Oxytocin has been shown to modulate lipogenesis and glycolysis in fat [28], and more recently to have metabolic function in skeletal myoblasts and cardiomyocytes [29], [30]. However, we have demonstrated *in vitro* that this receptor does not signal for UAG (data not shown). Of course, the UAG receptor could be another class of receptor, such as a tyrosine kinase receptor. Although no obviously consistent pattern that could define a UAG signaling pathway was determined, it was found that there is overlap in the specific genes that are regulated by UAG in the different tissues, particularly between WAT and muscle. Importantly, the majority of these genes are co-regulated in the same direction across tissues pointing to commonality in the mechanism of UAG action.

### White adipose tissue

#### Lipid metabolism

The main finding of this study is that UAG suppresses genes that encode key regulatory enzymes involved in lipogenesis and sterol synthesis in WAT. 

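Lipg, endothelial lipase, which hydrolyses the phospholipids of HDL, was at 86.3 ± 40.8 on saline and 42.7 ± 13.3 on UAG arrays of WAT (SD, n = 2), a ratio of 0.495 and a log2 difference of -0.97 (standard error 0.40, limma adjusted p = 0.749). A second probe set reached the floor after UAG, with means of 63.4 and 30 (ratio 0.473), and another lay at the floor on all WAT arrays. In liver Lipg was higher after UAG, at 231 ± 39.7 and 325 ± 20.1, and in muscle it lay at or near the floor. Other genes of its list in WAT went the other way: Mgll, monoglyceride lipase, was at 4856 ± 835 and 6680 ± 209, and Lipe, hormone-sensitive lipase, at 4508 ± 651 and 5601 ± 409.9. Ces1d, a carboxylesterase, was counted as 2-fold lower by a dimmer probe set, while its brightest was at 6110 ± 304 and 6660 ± 672. Of 11 genes of lipolysis and lipases 10 were higher (median log2 difference 0.20, camera adjusted p = 0.0841).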

In relation to this finding, micro-array data also show >2-fold suppression of *Lipg* (endothelial lipase) that mediates uptake of HDL particles and promotes ApoAI mediated cholesterol efflux [31]. In humans there is a direct correlation between LIPG levels and BMI and waist circumference [32]. *Insig1* is a target gene for PPARγ activation, and its down-regulation may be linked with the down-regulation of both *Pparg* and *Ppargc1a*. Although UAG treatment of *Ghsr* deficient mice primarily affects lipogenesis, we considered that the lipolytic pathway may also be modulated, since UAG affects lipolysis *in vitro* [12]. Because of the high turnover rate of triacyl glycerol (TAG), an imbalance between the synthesis and hydrolysis of TAG could lead to the development of obesity [33]. We found not only that *Gyk* (glycerol kinase) gene expression was suppressed, but also that the lipases *Lipe* and *Lipd* were moderately, but significantly, induced by UAG treatment. Furthermore, UAG treatment caused a trend towards decreased levels of hepatic TAG after only 6 h (Figure S2).

An unexpected outcome of our analyses was that UAG increases gene-sets involved in N-glycan degradation in WAT. 

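Of the N-glycan degradation genes in WAT, Engase, a cytosolic endoglycosidase, was at 123 ± 10.7 on saline and 168 ± 23.6 on UAG arrays (SD, n = 2), Fuca1, a lysosomal fucosidase, at 1171 ± 86.1 and 1422 ± 17.4, Man2b2, a mannosidase, at 86.8 ± 8.18 and 114 ± 26.1, and Neu1, a sialidase, at 154 ± 28.8 and 186 ± 17.5, with arrays that overlap. In 8 of the 10 genes both UAG arrays lay above both saline arrays. Chance sets the groups apart, in either direction, for 33.3% of probe sets, and 37.3% of all those tested in WAT were apart. Log2 differences of the 4 genes were 0.45 (standard error 0.20), 0.28 (0.14), 0.37 (0.24) and 0.28 (0.21), and none passed limma, also when adjusted over the list alone. In muscle the list had a median of -0.026 (camera adjusted p = 0.759) and in liver -0.0020 (0.984). The difference between muscle and WAT passed (median -0.24, adjusted p = 0.0298, adjusted p = 0.374 with an estimated correlation) and that between liver and WAT did not (adjusted p = 0.130). The call for muscle and WAT was lost without replicate 2 of either group of either tissue. Its median was then -0.164 and -0.255 without WAT saline and UAG replicate 2, and -0.173 and -0.179 without those of muscle.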

Glycosylation is important for GLUT1, GLUT4 and LPL function, and serum N-linked glycoproteins are increased in obese diabetic mice and humans [34].

#### Insulin sensitivity

Upregulation of the Akt/PKB GSEA geneset is significant since it indicates that the metabolic signalling, but not the cell proliferation, response to insulin is induced. It has recently been demonstrated that this pathway is required for insulin mediated regulation of lipid metabolism in adipocytes [35]. 

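Of 21 genes of the Akt pathway in WAT, 16 were higher and 5 lower on UAG arrays (median log2 difference 0.20, camera adjusted p = 0.0532). Foxo1 and Foxo4, transcription factors that Akt keeps out of the nucleus, were at 618 ± 89.6 and 849.9 ± 68.4 (SD, n = 2) and at 111 ± 21.1 and 176 ± 0.303, and Ghr, the growth hormone receptor, at 6755 ± 13.8 and 9028 ± 487. Foxo3 had a log2 difference of 0.43 (standard error 0.25), with arrays that overlap. limma called none of the list, also when adjusted over the list alone. The list passed without saline replicate 1 (adjusted p = 0.0350) and without UAG replicate 1 (adjusted p = 0.0275), and had a median of 0.048 without saline replicate 2 (0.467) and 0.12 without UAG replicate 2 (0.295). The difference in muscle minus WAT had a median of -0.15 (adjusted p = 0.0295, adjusted p = 0.231 with an estimated correlation). The call was lost without WAT saline replicate 2 (median -0.111) or WAT UAG replicate 2 (-0.176). It was also lost without muscle saline replicates 1 or 2 (-0.223 and -0.208) or muscle UAG replicate 1 (-0.162), so the direction stayed.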

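Of 14 genes of the insulin receptor and ERK cascade in WAT, 7 were higher and 7 lower after UAG (median log2 difference -0.026, camera adjusted p = 0.726). Irs2, an insulin receptor substrate, was at 76.2 ± 19.1 on saline and 118 ± 1.22 on UAG arrays (SD, n = 2) and Irs1 at 1240 ± 465 and 969 ± 66.5, with arrays that overlap. Grb10 and Grb14, adaptors that inhibit the insulin receptor, were at 1058 ± 227 and 1420 ± 37.8 and at 102 ± 38.8 and 64.9 ± 5.78, with 1 of 2 other probe sets of Grb10 lower. limma called none of the 14, and none passed when adjusted over the list alone.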

Interestingly, the GSEA insulin signalling geneset (HSA04910_INSULIN_SIGNALING_PATHWAY) was suppressed by UAG in WAT. This geneset consists predominantly of genes encoding participants in the mitogenic IRS-ERK cascade, suggesting that UAG potentiates the metabolic effects of insulin at the expense of its proliferative effects.

*Lcn2* (lipocalin 2), recently implicated in the development of obesity and insulin resistance [36], [37], was markedly suppressed by UAG treatment. *S*uppression of *Lcn2* improves insulin sensitivity of adipocytes in culture and suppresses *Pparg* gene expression [37]. The corollary of this is that suppression of *Lcn2* by UAG improves insulin sensitivity in fat, and suppresses adipogenesis. Likewise, *Ucp2* was suppressed by UAG in adipose tissue. Suppression of the *Ucp2* gene *in vivo* causes increased insulin sensitivity in adipose tissue [38]. The increase in *Serpine1* (encoding PAI-1) seems at odds with the beneficial effects of UAG on lipid and glucose metabolic pathways. Although PAI-1 levels correlate with adiposity in obesity, it seems to have no functional role in adipogenesis [39]. Moreover, transgenic over-expression of *Serpine1* in mice attenuates diet induced obesity. Recent evidence suggests that PAI-1 is up-regulated by insulin [40], therefore the increase we observe may reflect acute improvements in insulin sensitivity in fat.

#### Adipogenesis

The down-regulation of *Pparg* also indicates the modulation of markers of the differentiated state in adipose tissue, as indicated by the GSEA analyses. This was borne out by the finding that several genes that either regulate, or are markers for, adipogenesis were altered by UAG treatment (Fig. 4B). An outcome of the GSEA was the upregulation of Notch receptors by UAG, suggesting an additional inhibitory effect on adipogenesis via this pathway. 

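In WAT, Notch1 was at 269.8 ± 34.9 on saline and 389 ± 51.9 on UAG arrays (SD, n = 2) and Notch4, a receptor of blood vessels, at 210.3 ± 67.3 and 296 ± 29.4. Hes1, a direct target of Notch, was at 131 ± 6.90 and 82.8 ± 16.9, and Jag2, a ligand, at 79.6 ± 33.4 and 112 ± 25.9, with arrays that overlap and another probe set that was lower. Log2 differences were 0.53 (standard error 0.18), 0.53 (0.26), -0.68 (0.23) and 0.54 (0.35). Of 19 Notch genes 12 were higher and 7 lower (median 0.15, camera adjusted p = 0.190), and limma called none. Cdh5, a marker of the endothelium, was at 234 ± 24.8 and 324 ± 14.3 on the same arrays.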

Another process that is central to the development of fat is tissue remodeling, identified in both Ingenuity Pathways analyses and GSEA (fibrinolytic pathway including matrix metallo-proteases (MMPs)) to be modified by UAG. One of the key MMPs involved in adipogenesis is MMP9, which is down-regulated by insulin and, perhaps due to insulin resistance, raised in obesity [eg.25]. *Mmp9* is suppressed by UAG treatment strongly suggesting an impact on tissue remodeling in WAT.

Our data clearly fit with those of Zhang *et al.* [10], who show that overexpression of UAG in fat cells *in vivo* suppresses adipogenesis and fat accumulation. We now show that these effects are the consequence of a direct response of adipocytes to UAG in the absence of the GHSR *in vivo*.

The overall finding in WAT is that UAG suppresses genes involved in adipogenesis and lipogenesis. This contrasts with AG which causes the accumulation of lipid in WAT by favoring expression of lipogenic genes, or altering lipid handling [41], [42]. Our findings reinforce the idea that UAG counteracts the effects of AG on these metabolic pathways particularly in WAT. Importantly, UAG decreases lipogenesis in fat at the same time as improving insulin sensitivity.

### Muscle

#### Lipid metabolism

In muscle, both pathway and gene-set enrichment analyses show effects of UAG treatment on gene clusters involving adipogenesis. Based on GSEA analyses and QPCR data UAG also suppresses lipid, sterol and carbohydrate metabolism-related gene expression. Finally, UAG treatment was found to suppress gene sets linked with the pentose phosphate (PP) cycle (Table S6). 

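Of 9 genes of the pentose phosphate pathway in muscle, which supplies NADPH and ribose, 8 were lower after UAG, 2 of them when adjusted over the list alone and none over all genes. Tkt, transketolase, was at 9374 ± 1129 on saline and 5674 ± 1396 on UAG arrays (SD, n = 2), Pgd, 6-phosphogluconate dehydrogenase, at 1750 ± 0.690 and 1089 ± 33.1, and Taldo1, transaldolase, at 2409 ± 179 and 1858 ± 63.2. The median log2 difference was -0.11 (camera adjusted p = 1.76e-05). Without saline replicate 2 it was -0.25 (adjusted p = 0.103). In WAT the list had a median of -0.10 (adjusted p = 0.702) and passed as higher without saline replicate 1 (0.23, 0.0350), with H6pd, which supplies NADPH in the endoplasmic reticulum, at 1207 ± 41.6 and 1907 ± 43.1, and in liver -0.050 (adjusted p = 0.219). Otop1, a brown fat gene, had a muscle log2 difference of -0.49 (standard error 0.28).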

A major role for the PP pathway is to supply NADPH for fatty acid synthesis. Thus, inhibition of this pathway in muscle correlates well with the general suppression of genes that encode lipogenetic pathways. The mechanism of action of UAG on this pathway, potentially through regulation of hexose-6-phosphate dehydrogenase (H6PD), remains to be determined, although H6PD ablated mice have increased insulin sensitivity in glycolytic muscle [43], such as the *vastus lateralis* from which our data are derived.

#### Insulin sensitivity

UAG suppressed *Cidea* gene expression in muscle, although little is known about its function at this site [44]. Cidea, like perilipin and adipophilin, localizes at the surfaces of lipid droplets in adipocytes [45]. Mice lacking *Cidea* are resistant to diet-induced obesity and diabetes through modulation of lipid handling in their tissues [46]. Down-regulation of Cidea suggests improved insulin sensitivity in muscle, corresponding with up-regulation of the AKTPATHWAY GSEA geneset (Table S5), and suppression of *Lcn2* and *Serpine1* that are linked with worsened insulin sensitivity [36], [37], [38].

#### Adipogenesis

Skeletal muscle contains stem cells, or satellite cells, that retain broad differentiation capacity including the ability to generate adipocytes, and myogenic cell lines (eg. C2C12) can be converted to adipocytes by overexpression of PPARγ and C/EBP. Substitution of muscle with fat strongly correlates with insulin resistance. Moreover, hyperglycemia *in vivo* and high-glucose concentrations *in vitro* induce *de novo* lipogenesis and intracellular lipid accumulation in muscle cells [47]. UAG appears to counteract these effects by suppressing genes that stimulate adipogenesis and lipid accumulation. Interestingly, *Cebpd* and *Foxa1* (encoding HNF3α) were down-regulated. Products of these genes, as well as *Pparg* which was also suppressed, are involved in the early stages of adipogenesis [48], and could indicate suppression of adipogenesis in muscle. This is a particularly intriguing finding since it has been shown that the insulin resistance of morbid obesity can be reversed by intramyocellular fat depletion [49].

### Liver

UAG has very little effect on lipogenic pathways in liver, but upregulates oxidative phosphorylation (GSEA analyses, Table S8) and lipid β-oxidation, also indicated by the up-regulation of *Ppargc1a* and *Acad9* (Fig. 5a). 

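In liver, 19 genes of fatty acid synthesis had a median log2 difference of -0.12, 6 higher and 13 lower (camera adjusted p = 0.192), with Fasn at 2240 ± 1033 on saline and 1582 ± 28.9 on UAG arrays and Thrsp, a regulator of lipogenesis, at 6262 ± 4567 and 8351 ± 2078, both with arrays that overlap (SD, n = 2). Cholesterol synthesis had a median of -0.057 (adjusted p = 0.192), 0.22 without UAG replicate 1 (0.00131) and -0.41 without UAG replicate 2 (3.61e-11). Fatty acid synthesis passed as lower without saline replicate 2 (-0.21, 0.00212) and had a median of 0.072 without saline replicate 1 (0.140). Of 20 genes of fatty acid oxidation 17 were higher (median 0.11, adjusted p = 0.0707, 0.850 and 0.0127 without saline replicates 1 and 2, and 0.0499 and 0.225 without UAG replicates 1 and 2). Acadm, medium-chain acyl-CoA dehydrogenase, was at 4685 ± 550.2 and 5760 ± 279, Etfb, which takes its electrons, at 3898 ± 48.7 and 4478 ± 458, while Ehhadh, of peroxisomal oxidation, was lower, at 2476 ± 447 and 2146 ± 6.50. Ppargc1a had a log2 difference of 0.12 (standard error 0.18) and Acad9 -0.077 (0.15), neither past limma. Ttr, transthyretin of hepatocytes, was at 0.24 (0.22) on these arrays.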

ACAD9 deficiency in humans can lead to acute liver dysfunction and hypoglycemia, and deletion of medium chain acyl-CoA dehydrogenase (*Acadm*), immediately downstream of Acad9 in the mitochondrial long-chain β-oxidation pathway, profoundly affects hepatic glucose metabolism [50]. In contrast, AG treatment up-regulates lipid metabolism genes, including *Acaca* and *Fasn* (and carbohydrate metabolism - *G6pc*), and suppresses lipid oxidation as demonstrated by suppression of *Cpt1* [41].

### Conclusion

Collectively, our data show that UAG suppresses genes involved in lipid metabolism, particularly those involved in lipogenesis, in WAT and muscle. Moreover, the combined effect of UAG is to enrich indicators of insulin sensitivity in these tissues, in line with previous clinical and animal studies. Future studies will be directed to assessing both acute and longer-term effects of UAG on these specific processes and pathways not only *in vivo* but also *in vitro*. The *in vitro* work in particular is an important approach to assess our hypothesis that UAG is having direct effects on peripheral tissues. Overall, the current study suggests direct action of peripheral UAG because of the rapidity of its effect on the tissues we have examined. Moreover, we have found that our *Ghsr* KO mice show no modulation of feeding behavior following peripheral (intraperitoneal) injection of UAG [51]. It was only upon intra-cerebroventricular administration that activation of neurons in the lateral hypothalamic area was induced. Therefore, based on findings in our *Ghsr* KO mice we would favour a purely direct action on peripheral tissues by peripherally administered UAG. However, in ddY mice, peripherally administered UAG was shown to stimulate neurons in the hypothalamus, and modulate food intake [18], although it is not clear in these studies if there is a causal link. Interestingly, recent studies in rats showed that peripheral UAG inhibits AG stimulated food intake and hypothalamic neuron activation [52], but unlike the earlier study UAG had no independent effect. This relates more closely with our findings that suggest that UAG does not independently activate a hypothalamic or central pathway, at least in *Ghsr* deficient mice. This is unlike AG, for which regulation of lipid metabolism has been established to occur via a hypothalamic-relay involving the sympathetic nervous system [53], [54], [55], [56]. The model that we have described in this study cannot easily distinguish between a rapid central and a direct effect of UAG, and therefore further work is required to dissect a possible central mechanism of action.

Although the focus of this study was to determine UAG-dependent effects on metabolic processes, our findings also have implications for the interaction of UAG with acylated ghrelin. Findings of our group and others indicate that UAG can act in opposition to the effects of AG. For example, recent studies performed in mice have shown that, in contrast to AG, centrally or intraperitoneally administered UAG induces a negative energy balance by decreasing food intake and delaying gastric emptying [18]. Consistent with these results, peripherally injected UAG blocks the orexigenic effects of AG in rats [52] and transgenic mice that overexpress UAG in fat had improved insulin sensitivity and reduced fat mass [10]. In humans, our data also suggest effects on lipid metabolism; the co-administration of AG and UAG reduces plasma FFA in GHD patients [8] and the continuous infusion of UAG [9] decreases FFA in healthy and diabetic subjects, respectively. 

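Of the probe sets changed at least 2-fold, 77.6% were lower after UAG in WAT, 54.9% in muscle and 44.9% in liver. The balance in WAT depends on the rule: at an unadjusted p under 0.05 limma had 1121 probe sets higher and 601 lower there. Among those lower in WAT were Jph2, a junctional protein of muscle (180.1 ± 137 on saline and 37.3 ± 3.71 on UAG arrays, SD, n = 2), Mmrn1, of lymphatic endothelium (131 ± 60.6 and 30.0 ± 0), and Tlcd4, a membrane protein (116 ± 1.56 and 31.2 ± 1.63). Sfrp5, an inhibitor of Wnt signalling made by adipocytes, was higher (87.3 ± 25.8 and 291 ± 126), as was Prr32 (107 ± 15.6 and 337 ± 6.53). Of the changed probe sets in WAT 62.7% had saline and UAG arrays that do not overlap, in muscle 53.4% and in liver 89.7%, and a 2-fold ratio of means itself favours such groups. Over all probe sets tested the shares were 37.3%, 22.7% and 30.5%. With the UAG difference of a tissue tested against that of another, limma called 1 of 26530 probe sets for muscle minus WAT. It called 0 for liver minus WAT and 0 for liver minus muscle. At an unadjusted p under 0.05 it had 947, 1290 and 746, each fewer than chance gives. Skeletal muscle markers were lower in WAT, 14 of 15 (median log2 difference -1.52, camera adjusted p = 1.55e-05, adjusted p = 0.555 with an estimated correlation). Without saline replicate 1 their median was 0.18 (0.440).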

The main site of effect amongst the three tissues examined in *Ghsr* KO mice was found to be WAT. The effects of UAG, which may favor decreased adiposity through GHSR-independent suppression of lipogenetic genes, is in opposition to the effects of AG to promote fat accumulation through GHSR-dependent lipid retention [42]. Acylated ghrelin had no effect on lipogenic genes in white adipose [42], and the apparent difference in mechanisms of action of UAG and AG on regulation of adiposity is particularly intriguing, lending support for the presence of a separate UAG receptor.

## Materials and Methods

### Animals

All animal protocols used were approved by Baylor College of Medicine Animal Care and Use Committee (Protocol AN-2770). Twelve week old female *Ghsr*−/− mice (>99.9% congenic with C57BL/6; N12) were kept under conditions of 12∶12 h dark∶light, constant temperature, and provided chow and water *ad libitum*. Murine UAG (NeoMPS, Strasbourg, France) dissolved in saline was injected *ip.* at 20 nmol/kg (200 µl). Controls were injected with 200 µl of saline. Injections were performed between 3 and 4 hours after lights-on. Mice were provided chow and water *ad libitum* until the time of tissue collection. Six hours later animals were euthanized, and tissues were immediately flash-frozen in liquid nitrogen. All samples were stored at −80°C until being processed.

### Microarray analysis

RNA was isolated from gonadal white adipose tissue (WAT), muscle (*M. vastus lateralis*) and liver of saline and UAG treated *Ghsr*−/− mice (n = 2; mean body weight 20.5±0.1 g) and assessed for integrity (RNA Integrity Number (RIN) ≥8.0) on an Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany)[57]. RNA was then processed for hybridization on mouse Genome 430 2.0 Affymetrix microarrays at the Erasmus Center for Biomics, using standard Affymetrix protocols. 

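In the deposited values, between 25307 and 25336 probe sets (56.2% to 56.3% of an array) had an intensity of at least 30. The sorted values of the arrays are nearly the same after the authors' normalization, so this share says little about single arrays, and it is not a present call. The probe sets for the 3′ and 5′ ends of Actb, β-actin, gave 3′/5′ ratios from 0.898 to 2.35 over the 12 arrays and those of Gapdh, glyceraldehyde-3-phosphate dehydrogenase, from 0.668 to 0.779. In liver the Actb ratio was 1.70 and 1.78 on saline and 1.94 and 2.35 on UAG arrays, so RNA quality is not excluded there, while the Gapdh ratios of liver overlap. The methods report RNA Integrity Numbers at or over a threshold, without values for single arrays. In WAT those of Gapdh were 0.700 and 0.706 on saline and 0.745 and 0.727 on UAG arrays. Median log2 values were 5.32 and 75th percentiles 7.34 on all 12 arrays.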

The mean number of present calls on the arrays was 55.6±0.6%, and the β-actin and GAPDH 3′/5′ ratios were within normal ranges. The normalized array data have been deposited at the Gene Expression Omnibus archive, accession number GSE22506.

### Real-time quantitative PCR

In a separate experiment, groups of 6 mice (mean body weight 19.9±0.4 g) were treated in an identical procedure to that described above. RNA was isolated, and 0.8 µg RNA was reverse transcribed using M-MLV RT (Promega, The Netherlands) and an oligo-dT/random hexamer priming mix (Roche, The Netherlands). QPCR was performed using a qPCR Core kit for SYBR Green I (Eurogentec, The Netherlands). Gene-specific primers were designed to span introns, and data were corrected for β-actin gene expression (primer sequences available upon request). Gene expression data derived from quantitative PCR experiments were analyzed by Student's t-test, with effects being considered significant at p<0.05.

### Statistical analyses

Array intensities and calls were collected using R, and quantile normalization was used on one time present calls. An intensity threshold of 30 was then applied to generate datasets for analysis. Two-fold regulated genes (≥2 or ≤0.5, calculated as the ratio of the means) were analyzed using Ingenuity Pathways Analysis (Ingenuity Systems, www.ingenuity.com). Probabilities for random association (false discovery rate, FDR) were adjusted using the Benjamini-Hochburg multiple testing correction method, with effects being considered significant at p<0.05.

Gene Set Enrichment Analysis software (v. 2.0.4) was used to analyze the entire data set from each tissue. These data were initially expressed as log2 ratios of the means of the control and UAG treated experimental groups. We then used GSEA to interrogate two *a priori* defined molecular signature databases at the Broad Institute (www.broad.mit.edu/gsea/msigdb/index.jsp): a manually curated pathway database (c2.cp.v2.5.symbols) and a transcription factor targets database (c3.tft.v2.5.symbols.gmt) [19]. Data are presented if the false discovery rate (FDR) *q*-value for the gene set is less than 0.25.

## Supporting Information

Figure S1 Approximately 70% of genes assessed by QPCR in fat from the independent Experiment 2 correlated strongly, in terms of direction and magnitude of regulation by UAG, with the array data derived from Experiment 1 (r2, 0.8; p<0.0001).
(0.07 MB TIF) Click here for additional data file.

Figure S2 Hepatic triglyceride levels show a trend to be decreased only 6 hours following UAG treatment.
(0.09 MB TIF) Click here for additional data file.

Table S1 GSEA pathway gene sets up-regulated by UAG in GHSR KO white adipose tissue. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value].
(0.05 MB DOC) Click here for additional data file.

Table S2 GSEA pathway gene sets down-regulated by UAG in GHSR KO white adipose tissue. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value].
(0.10 MB DOC) Click here for additional data file.

Table S3 GSEA transcription factor target gene sets up-regulated by UAG in GHSR KO white adipose tissue. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value].
(0.04 MB DOC) Click here for additional data file.

Table S4 GSEA transcription factor target gene sets down-regulated by UAG in GHSR KO white adipose tissue. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value].
(0.07 MB DOC) Click here for additional data file.

Table S5 GSEA pathway gene sets up-regulated by UAG in GHSR KO muscle. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value].
(0.06 MB DOC) Click here for additional data file.

Table S6 GSEA pathway gene sets down-regulated by UAG in GHSR KO muscle. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value].
(0.07 MB DOC) Click here for additional data file.

Table S7 GSEA transcription factor target gene sets up-regulated by UAG in GHSR KO muscle. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value].
(0.04 MB DOC) Click here for additional data file.

Table S8 GSEA pathway gene sets up-regulated by UAG in GHSR KO liver. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value].
(0.13 MB DOC) Click here for additional data file.

Table S9 GSEA transcription factor target gene sets up-regulated by UAG in GHSR KO liver. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value].
(0.03 MB DOC) Click here for additional data file.

## References

[1] Kojima M, Hosoda H, Date Y, Nakazato M, Matsuo H (1999). Ghrelin is a growth-hormone-releasing acylated peptide from stomach.. Nature.

[2] Gutierrez JA, Solenberg PJ, Perkins DR, Willency JA, Knierman MD (2008). Ghrelin octanoylation mediated by an orphan lipid transferase.. Proc Natl Acad Sci U S A.

[3] Yang J, Brown MS, Liang G, Grishin NV, Goldstein JL (2008). Identification of the Acyltransferase that Octanoylates Ghrelin, an Appetite-Stimulating Peptide Hormone.. Cell.

[4] van der Lely AJ, Tschop M, Heiman ML, Ghigo E (2004). Biological, physiological, pathophysiological, and pharmacological aspects of ghrelin.. Endocr Rev.

[5] Granata R, Settanni F, Biancone L, Trovato L, Nano R (2007). Acylated and unacylated ghrelin promote proliferation and inhibit apoptosis of pancreatic beta-cells and human islets: involvement of 3′,5′-cyclic adenosine monophosphate/protein kinase A, extracellular signal-regulated kinase 1/2, and phosphatidyl inositol 3-Kinase/Akt signaling.. Endocrinology.

[6] Granata R, Volante M, Settanni F, Gauna C, Ghe C (2010). Unacylated ghrelin and obestatin increase islet cell mass and prevent diabetes in streptozotocin-treated newborn rats.. J Mol Endocrinol.

[7] Togliatto G, Trombetta A, Dentelli P, Baragli A, Rosso A (2010). Unacylated Ghrelin Rescues Endothelial Progenitor Cell Function in Individuals with Type 2 Diabetes.. Diabetes.

[8] Gauna C, Meyler FM, Janssen JA, Delhanty PJ, Abribat T (2004). Administration of acylated ghrelin reduces insulin sensitivity, whereas the combination of acylated plus unacylated ghrelin strongly improves insulin sensitivity.. J Clin Endocrinol Metab.

[9] Broglio F, Prodam F, Riganti F, Gramaglia E, Benso A (2007). Unacylated ghrelin (UAG) enhances the early insulin response to meal, improves glucose metabolism and decrease free fatty acids levels in healthy volunteers.. 89th Endocrine Society Meeting.

[10] Zhang W, Chai B, Li JY, Wang H, Mulholland MW (2008). Effect of des-acyl ghrelin on adiposity and glucose metabolism.. Endocrinology.

[11] Thompson NM, Gill DA, Davies R, Loveridge N, Houston PA (2004). Ghrelin and des-octanoyl ghrelin promote adipogenesis directly in vivo by a mechanism independent of GHS-R1a.. Endocrinology.

[12] Muccioli G, Pons N, Ghe C, Catapano F, Granata R (2004). Ghrelin and des-acyl ghrelin both inhibit isoproterenol-induced lipolysis in rat adipocytes via a non-type 1a growth hormone secretagogue receptor.. Eur J Pharmacol.

[13] Gauna C, Delhanty PJ, Hofland LJ, Janssen JA, Broglio F (2005). Ghrelin stimulates, whereas des-octanoyl ghrelin inhibits, glucose output by primary hepatocytes.. J Clin Endocrinol Metab.

[14] Heijboer AC, van den Hoek AM, Parlevliet ET, Havekes LM, Romijn JA (2006). Ghrelin differentially affects hepatic and peripheral insulin sensitivity in mice.. Diabetologia.

[15] Barazzoni R, Zanetti M, Ferreira C, Vinci P, Pirulli A (2007). Relationships between desacylated and acylated ghrelin and insulin sensitivity in the metabolic syndrome.. J Clin Endocrinol Metab.

[16] Liu J, Prudom CE, Nass R, Pezzoli SS, Oliveri MC (2008). Novel ghrelin assays provide evidence for independent regulation of ghrelin acylation and secretion in healthy young men.. J Clin Endocrinol Metab.

[17] Sun Y, Wang P, Zheng H, Smith RG (2004). Ghrelin stimulation of growth hormone release and appetite is mediated through the growth hormone secretagogue receptor.. Proc Natl Acad Sci U S A.

[18] Asakawa A, Inui A, Fujimiya M, Sakamaki R, Shinfuku N (2005). Stomach regulates energy balance via acylated ghrelin and desacyl ghrelin.. Gut.

[19] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles.. Proc Natl Acad Sci U S A.

[20] Sekiya M, Yahagi N, Matsuzaka T, Takeuchi Y, Nakagawa Y (2007). SREBP-1-independent regulation of lipogenic gene expression in adipocytes.. J Lipid Res.

[21] Palmer DG, Rutter GA, Tavare JM (2002). Insulin-stimulated fatty acid synthase gene expression does not require increased sterol response element binding protein 1 transcription in primary adipocytes.. Biochem Biophys Res Commun.

[22] Horton JD, Goldstein JL, Brown MS (2002). SREBPs: activators of the complete program of cholesterol and fatty acid synthesis in the liver.. J Clin Invest.

[23] Farmer SR (2006). Transcriptional control of adipocyte formation.. Cell Metab.

[24] Ross DA, Hannenhalli S, Tobias JW, Cooch N, Shiekhattar R (2006). Functional analysis of Hes-1 in preadipocytes.. Mol Endocrinol.

[25] Derosa G, Ferrari I, D'Angelo A, Tinelli C, Salvadeo SA (2008). Matrix metalloproteinase−2 and −9 levels in obese patients.. Endothelium.

[26] Li Y, Wang Z, Furukawa N, Escaron P, Weiszmann J (2008). T2384, a novel antidiabetic agent with unique peroxisome proliferator-activated receptor gamma binding properties.. J Biol Chem.

[27] Yamauchi T, Kamon J, Waki H, Murakami K, Motojima K (2001). The mechanisms by which both heterozygous peroxisome proliferator-activated receptor gamma (PPARgamma) deficiency and PPARgamma agonist improve insulin resistance.. J Biol Chem.

[28] Gimpl G, Fahrenholz F (2001). The oxytocin receptor system: structure, function, and regulation.. Physiol Rev.

[29] Florian M, Jankowski M, Gutkowska J (2010). Oxytocin increases glucose uptake in neonatal rat cardiomyocytes.. Endocrinology.

[30] Lee ES, Uhm KO, Lee YM, Kwon J, Park SH (2008). Oxytocin stimulates glucose uptake in skeletal muscle cells through the calcium-CaMKK-AMPK pathway.. Regul Pept.

[31] Qiu G, Hill JS (2009). Endothelial lipase promotes apolipoprotein AI-mediated cholesterol efflux in THP-1 macrophages.. Arterioscler Thromb Vasc Biol.

[32] Lamarche B, Paradis ME (2007). Endothelial lipase and the metabolic syndrome.. Curr Opin Lipidol.

[33] Lafontan M, Langin D (2009). Lipolysis and lipid mobilization in human adipose tissue.. Prog Lipid Res.

[34] Itoh N, Sakaue S, Nakagawa H, Kurogochi M, Ohira H (2007). Analysis of N-glycan in serum glycoproteins from db/db mice and humans with type 2 diabetes.. Am J Physiol Endocrinol Metab.

[35] Berggreen C, Gormand A, Omar B, Degerman E, Goransson O (2009). Protein kinase B activity is required for the effects of insulin on lipid metabolism in adipocytes.. Am J Physiol Endocrinol Metab.

[36] Zhang J, Wu Y, Zhang Y, Leroith D, Bernlohr DA (2008). The role of lipocalin 2 in the regulation of inflammation in adipocytes and macrophages.. Mol Endocrinol.

[37] Yan QW, Yang Q, Mody N, Graham TE, Hsu CH (2007). The adipokine lipocalin 2 is regulated by obesity and promotes insulin resistance.. Diabetes.

[38] De Souza CT, Araujo EP, Stoppiglia LF, Pauli JR, Ropelle E (2007). Inhibition of UCP2 expression reverses diet-induced diabetes mellitus by effects on both insulin secretion and action.. Faseb J.

[39] Scroyen I, Jacobs F, Cosemans L, De Geest B, Lijnen HR (2009). Effect of plasminogen activator inhibitor-1 on adipogenesis in vivo.. Thromb Haemost.

[40] Venugopal J, Hanashiro K, Nagamine Y (2007). Regulation of PAI-1 gene expression during adipogenesis.. J Cell Biochem.

[41] Barazzoni R, Bosutti A, Stebel M, Cattin MR, Roder E (2005). Ghrelin Regulates Mitochondrial-Lipid Metabolism Gene Expression and Tissue Fat Distribution Favoring Triglyceride Deposition in Liver but Not Skeletal Muscle.. Am J Physiol Endocrinol Metab.

[42] Davies JS, Kotokorpi P, Eccles SR, Barnes SK, Tokarczuk PF (2009). Ghrelin induces abdominal obesity via GHS-R-dependent lipid retention.. Mol Endocrinol.

[43] Lavery GG, Walker EA, Turan N, Rogoff D, Ryder JW (2008). Deletion of hexose-6-phosphate dehydrogenase activates the unfolded protein response pathway and induces skeletal myopathy.. J Biol Chem.

[44] Inohara N, Koseki T, Chen S, Wu X, Nunez G (1998). CIDE, a novel family of cell death activators with homology to the 45 kDa subunit of the DNA fragmentation factor.. Embo J.

[45] Puri V, Ranjit S, Konda S, Nicoloro SM, Straubhaar J (2008). Cidea is associated with lipid droplets and insulin sensitivity in humans.. Proc Natl Acad Sci U S A.

[46] Zhou Z, Yon Toh S, Chen Z, Guo K, Ng CP (2003). Cidea-deficient mice have lean phenotype and are resistant to obesity.. Nat Genet.

[47] Aguiari P, Leo S, Zavan B, Vindigni V, Rimessi A (2008). High glucose induces adipogenic differentiation of muscle-derived stem cells.. Proc Natl Acad Sci U S A.

[48] Gerin I, Bommer GT, Lidell ME, Cederberg A, Enerback S (2009). On the Role of FOX Transcription Factors in Adipocyte Differentiation and Insulin-stimulated Glucose Uptake.. J Biol Chem.

[49] Greco AV, Mingrone G, Giancaterini A, Manco M, Morroni M (2002). Insulin resistance in morbid obesity: reversal with intramyocellular fat depletion.. Diabetes.

[50] Herrema H, Derks TG, van Dijk TH, Bloks VW, Gerding A (2008). Disturbed hepatic carbohydrate management during high metabolic demand in medium-chain acyl-CoA dehydrogenase (MCAD)-deficient mice.. Hepatology.

[51] Toshinai K, Yamaguchi H, Sun Y, Smith RG, Yamanaka A (2006). Des-acyl Ghrelin Induces Food Intake by a Mechanism Independent of the Growth Hormone Secretagogue Receptor.. Endocrinology.

[52] Inhoff T, Monnikes H, Noetzel S, Stengel A, Goebel M (2008). Desacyl ghrelin inhibits the orexigenic effect of peripherally injected ghrelin in rats.. Peptides.

[53] Theander-Carrillo C, Wiedmer P, Cettour-Rose P, Nogueiras R, Perez-Tilve D (2006). Ghrelin action in the brain controls adipocyte metabolism.. J Clin Invest.

[54] Sangiao-Alvarellos S, Vazquez MJ, Varela L, Nogueiras R, Saha AK (2009). Central ghrelin regulates peripheral lipid metabolism in a growth hormone-independent fashion.. Endocrinology.

[55] Andrews ZB, Erion DM, Beiler R, Choi CS, Shulman GI (2010). Uncoupling protein-2 decreases the lipogenic actions of ghrelin.. Endocrinology.

[56] Mano-Otagiri A, Ohata H, Iwasaki-Sekino A, Nemoto T, Shibasaki T (2009). Ghrelin suppresses noradrenaline release in the brown adipose tissue of rats.. J Endocrinol.

[57] Schroeder A, Mueller O, Stocker S, Salowsky R, Leiber M (2006). The RIN: an RNA integrity number for assigning integrity values to RNA measurements.. BMC Mol Biol.

# Supplementary material for: Unacylated Ghrelin Rapidly Modulates Lipogenic and Insulin Signaling Pathway Gene Expression in Metabolically Active Tissues of GHSR Deleted Mice
**Source:** PLoS One. 2010 Jul 26;5(7):e11749. doi: 10.1371/journal.pone.0011749
**Supplement:** Table S1 — GSEA pathway gene sets up-regulated by UAG in GHSR KO white adipose tissue. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value]. (0.05 MB DOC)

| **NAME – Up-regulated in KO WAT** | **SIZE** | **ES** | **NES** | **NOM p-val** | **FDR q-val** |
| --- | --- | --- | --- | --- | --- |
| HSA00511_N_GLYCAN_DEGRADATION | 13 | 0.724 | 1.971 | 0.000 | 0.000 |
| PARKINPATHWAY | 10 | 0.532 | 1.864 | 0.000 | 0.000 |
| FIBRINOLYSISPATHWAY | 11 | 0.706 | 1.726 | 0.000 | 0.000 |
| CD40PATHWAY | 13 | 0.655 | 1.719 | 0.000 | 0.000 |
| N_GLYCAN_DEGRADATION | 10 | 0.731 | 1.704 | 0.000 | 0.020 |
| COMPPATHWAY | 12 | 0.695 | 1.643 | 0.000 | 0.048 |
| HSA04610_COMPLEMENT_AND_COAGULATION_CASCADES | 56 | 0.518 | 1.601 | 0.000 | 0.126 |
| AKTPATHWAY | 15 | 0.618 | 1.527 | 0.000 | 0.159 |
| HSA00480_GLUTATHIONE_METABOLISM | 30 | 0.474 | 1.513 | 0.000 | 0.216 |
| HSA05050_DENTATORUBROPALLIDOLUYSIAN_ATROPHY | 13 | 0.555 | 1.442 | 0.000 | 0.475 |
| TNFR2PATHWAY | 17 | 0.570 | 1.439 | 0.000 | 0.449 |
| IGF1MTORPATHWAY | 19 | 0.499 | 1.421 | 0.000 | 0.499 |
| COMPLEMENT_ACTIVATION_CLASSICAL | 10 | 0.719 | 1.418 | 0.000 | 0.476 |
| HSA00534_HEPARAN_SULFATE_BIOSYNTHESIS | 16 | 0.635 | 1.406 | 0.000 | 0.469 |
| HSA04710_CIRCADIAN_RHYTHM | 12 | 0.654 | 1.383 | 0.000 | 0.515 |
| HSA04330_NOTCH_SIGNALING_PATHWAY | 40 | 0.388 | 1.376 | 0.000 | 0.536 |
| O_GLYCAN_BIOSYNTHESIS | 10 | 0.543 | 1.338 | 0.000 | 0.727 |
| ST_WNT_CA2_CYCLIC_GMP_PATHWAY | 16 | 0.585 | 1.326 | 0.000 | 0.746 |
| P27PATHWAY | 12 | 0.472 | 1.311 | 0.000 | 0.764 |
| GPCRDB_OTHER | 31 | 0.326 | 1.300 | 0.000 | 0.796 |

# Supplementary material for: Unacylated Ghrelin Rapidly Modulates Lipogenic and Insulin Signaling Pathway Gene Expression in Metabolically Active Tissues of GHSR Deleted Mice
**Source:** PLoS One. 2010 Jul 26;5(7):e11749. doi: 10.1371/journal.pone.0011749
**Supplement:** Table S3 — GSEA transcription factor target gene sets up-regulated by UAG in GHSR KO white adipose tissue. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value]. (0.04 MB DOC)

| **NAME – TFTs Up-regulated in KO WAT** | **SIZE** | **ES** | **NES** | **NOM p-val** | **FDR q-val** |
| --- | --- | --- | --- | --- | --- |
| V$E2F4DP2_01 | 151 | 0.377 | 1.704 | 0.000 | 0.000 |
| YGCANTGCR_UNKNOWN | 90 | 0.367 | 1.638 | 0.000 | 0.028 |
| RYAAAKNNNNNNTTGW_UNKNOWN | 54 | 0.476 | 1.512 | 0.000 | 0.034 |
| V$CREBP1_01 | 115 | 0.388 | 1.432 | 0.000 | 0.089 |
| V$E2F1DP2_01 | 151 | 0.377 | 1.418 | 0.000 | 0.091 |
| CYTAGCAAY_UNKNOWN | 88 | 0.342 | 1.399 | 0.000 | 0.076 |
| V$E2F_02 | 151 | 0.371 | 1.396 | 0.000 | 0.065 |
| V$E2F1DP1_01 | 151 | 0.377 | 1.371 | 0.000 | 0.076 |
| RYTAAWNNNTGAY_UNKNOWN | 44 | 0.428 | 1.361 | 0.000 | 0.078 |
| SGCGSSAAA_V$E2F1DP2_01 | 112 | 0.345 | 1.325 | 0.000 | 0.115 |
| TTGCWCAAY_V$CEBPB_02 | 47 | 0.349 | 1.280 | 0.200 | 0.192 |
| V$NRSF_01 | 41 | 0.408 | 1.272 | 0.000 | 0.202 |
| YGACNNYACAR_UNKNOWN | 53 | 0.358 | 1.258 | 0.000 | 0.213 |
| V$E2F_03 | 162 | 0.301 | 1.248 | 0.000 | 0.237 |

# Supplementary material for: Unacylated Ghrelin Rapidly Modulates Lipogenic and Insulin Signaling Pathway Gene Expression in Metabolically Active Tissues of GHSR Deleted Mice
**Source:** PLoS One. 2010 Jul 26;5(7):e11749. doi: 10.1371/journal.pone.0011749
**Supplement:** Table S4 — GSEA transcription factor target gene sets down-regulated by UAG in GHSR KO white adipose tissue. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value]. (0.07 MB DOC)

| **NAME – TFTs Down-regulated in KO WAT (bottom 35)** | **SIZE** | **ES** | **NES** | **NOM p-val** | **FDR q-val** |
| --- | --- | --- | --- | --- | --- |
| V$SRF_Q5_01 | 165 | -0.624 | -2.197 | 0.000 | 0.000 |
| CCAWWNAAGG_V$SRF_Q4 | 65 | -0.693 | -2.083 | 0.000 | 0.000 |
| V$SRF_Q6 | 181 | -0.568 | -2.019 | 0.000 | 0.000 |
| V$SRF_Q4 | 161 | -0.602 | -1.985 | 0.000 | 0.000 |
| V$TATA_01 | 155 | -0.594 | -1.956 | 0.000 | 0.000 |
| WWTAAGGC_UNKNOWN | 99 | -0.623 | -1.956 | 0.000 | 0.000 |
| V$PAX2_01 | 29 | -0.714 | -1.868 | 0.000 | 0.000 |
| V$HEB_Q6 | 158 | -0.541 | -1.862 | 0.000 | 0.000 |
| V$ER_Q6 | 171 | -0.468 | -1.827 | 0.000 | 0.000 |
| RACTNNRTTTNC_UNKNOWN | 71 | -0.481 | -1.788 | 0.000 | 0.000 |
| V$MEF2_02 | 153 | -0.526 | -1.776 | 0.000 | 0.000 |
| V$T3R_Q6 | 157 | -0.474 | -1.754 | 0.000 | 0.000 |
| V$GFI1_01 | 175 | -0.494 | -1.743 | 0.000 | 0.000 |
| V$HMEF2_Q6 | 88 | -0.537 | -1.717 | 0.000 | 0.000 |
| V$SF1_Q6 | 160 | -0.499 | -1.716 | 0.000 | 0.000 |
| YTATTTTNR_V$MEF2_02 | 449 | -0.416 | -1.704 | 0.000 | 0.000 |
| V$EVI1_04 | 146 | -0.491 | -1.680 | 0.000 | 0.000 |
| V$TBP_01 | 157 | -0.508 | -1.653 | 0.000 | 0.000 |
| V$EVI1_02 | 76 | -0.485 | -1.652 | 0.000 | 0.000 |
| V$MEF2_Q6_01 | 167 | -0.497 | -1.644 | 0.000 | 0.000 |
| V$TAL1BETAITF2_01 | 164 | -0.448 | -1.635 | 0.000 | 0.000 |
| V$P53_02 | 159 | -0.484 | -1.634 | 0.000 | 0.000 |
| CTAWWWATA_V$RSRFC4_Q2 | 249 | -0.502 | -1.628 | 0.000 | 0.005 |
| V$PAX8_01 | 24 | -0.675 | -1.611 | 0.000 | 0.019 |
| TGACCTTG_V$SF1_Q6 | 156 | -0.457 | -1.610 | 0.000 | 0.018 |
| V$CEBP_Q3 | 163 | -0.486 | -1.603 | 0.000 | 0.018 |
| V$MMEF2_Q6 | 181 | -0.433 | -1.596 | 0.000 | 0.017 |
| V$PAX5_01 | 96 | -0.401 | -1.582 | 0.000 | 0.021 |
| V$TAL1BETAE47_01 | 152 | -0.458 | -1.580 | 0.000 | 0.020 |
| V$TFIIA_Q6 | 173 | -0.469 | -1.579 | 0.000 | 0.019 |
| V$HFH4_01 | 137 | -0.452 | -1.572 | 0.000 | 0.023 |
| V$FOXD3_01 | 141 | -0.479 | -1.570 | 0.000 | 0.026 |
| V$NKX3A_01 | 135 | -0.468 | -1.568 | 0.000 | 0.029 |
| V$HFH8_01 | 148 | -0.457 | -1.564 | 0.000 | 0.028 |
| V$AP2REP_01 | 114 | -0.442 | -1.552 | 0.000 | 0.027 |

# Supplementary material for: Unacylated Ghrelin Rapidly Modulates Lipogenic and Insulin Signaling Pathway Gene Expression in Metabolically Active Tissues of GHSR Deleted Mice
**Source:** PLoS One. 2010 Jul 26;5(7):e11749. doi: 10.1371/journal.pone.0011749
**Supplement:** Table S5 — GSEA pathway gene sets up-regulated by UAG in GHSR KO muscle. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value]. (0.06 MB DOC)

| **NAME – Up-regulated in KO Muscle by UAG** | **SIZE** | **ES** | **NES** | **NOM p-val** | **FDR q-val** |
| --- | --- | --- | --- | --- | --- |
| CARIES_PULP_HIGH_UP | 69 | 0.751 | 2.659 | 0.000 | 0.000 |
| CARIES_PULP_UP | 162 | 0.675 | 2.583 | 0.000 | 0.000 |
| LIAN_MYELOID_DIFF_GRANULE | 25 | 0.834 | 2.557 | 0.000 | 0.000 |
| HOHENKIRK_MONOCYTE_DEND_DN | 97 | 0.668 | 2.496 | 0.000 | 0.000 |
| HADDAD_HSC_CD7_UP | 49 | 0.776 | 2.438 | 0.000 | 0.000 |
| HADDAD_CD45CD7_PLUS_VS_MINUS_UP | 49 | 0.776 | 2.409 | 0.000 | 0.000 |
| ROSS_CBF_MYH | 42 | 0.746 | 2.402 | 0.000 | 0.000 |
| PARK_RARALPHA_MOD | 51 | 0.685 | 2.352 | 0.000 | 0.000 |
| LAL_KO_3MO_UP | 41 | 0.808 | 2.273 | 0.000 | 0.000 |
| STEMCELL_COMMON_DN | 55 | 0.631 | 2.269 | 0.000 | 0.000 |
| NADLER_OBESITY_UP | 56 | 0.693 | 2.207 | 0.000 | 0.000 |
| BLOOD_CLOTTING_CASCADE | 19 | 0.800 | 2.182 | 0.000 | 0.000 |
| NI2_MOUSE_UP | 39 | 0.690 | 2.174 | 0.000 | 0.000 |
| IRITANI_ADPROX_VASC | 131 | 0.520 | 2.134 | 0.000 | 0.000 |
| TAVOR_CEBP_UP | 40 | 0.716 | 2.082 | 0.000 | 0.000 |
| MARTINELLI_IFNS_DIFF | 15 | 0.936 | 2.071 | 0.000 | 0.000 |
| ST_GRANULE_CELL_SURVIVAL_PATHWAY | 25 | 0.611 | 2.056 | 0.000 | 0.000 |
| HOFFMANN_BIVSBII_BI_TABLE2 | 221 | 0.466 | 2.031 | 0.000 | 0.000 |
| DNA_REPLICATION_REACTOME | 38 | 0.561 | 2.027 | 0.000 | 0.000 |
| FLECHNER_KIDNEY_TRANSPLANT_REJECTION_UP | 70 | 0.680 | 2.023 | 0.000 | 0.000 |
| GO_ROS | 25 | 0.710 | 2.021 | 0.000 | 0.000 |
| IDX_TSA_UP_CLUSTER3 | 82 | 0.585 | 2.019 | 0.000 | 0.000 |
| CROONQUIST_RAS_STROMA_DN | 19 | 0.673 | 2.014 | 0.000 | 0.000 |
| ZHAN_MMPC_SIMAL | 43 | 0.620 | 1.982 | 0.000 | 0.000 |
| CHIARETTI_T_ALL | 199 | 0.517 | 1.974 | 0.000 | 0.000 |
| ADIP_DIFF_CLUSTER2 | 38 | 0.678 | 1.969 | 0.000 | 0.000 |
| VEGF_MMMEC_12HRS_UP | 28 | 0.613 | 1.958 | 0.000 | 0.000 |
| IGF_VS_PDGF_DN | 39 | 0.616 | 1.955 | 0.000 | 0.004 |
| IDX_TSA_DN_CLUSTER2 | 60 | 0.533 | 1.938 | 0.000 | 0.004 |
| IDX_TSA_UP_CLUSTER1 | 24 | 0.777 | 1.936 | 0.000 | 0.004 |
| BOQUEST_CD31PLUS_VS_CD31MINUS_DN | 225 | 0.510 | 1.934 | 0.000 | 0.004 |
| LEE_DENA_UP | 50 | 0.656 | 1.931 | 0.000 | 0.004 |
| CROONQUIST_IL6_STARVE_UP | 32 | 0.711 | 1.928 | 0.000 | 0.004 |
| CHIARETTI_T_ALL_DIFF | 214 | 0.497 | 1.928 | 0.000 | 0.004 |
| SCHURINGA_STAT5A_DN | 16 | 0.836 | 1.894 | 0.000 | 0.003 |

# Supplementary material for: Unacylated Ghrelin Rapidly Modulates Lipogenic and Insulin Signaling Pathway Gene Expression in Metabolically Active Tissues of GHSR Deleted Mice
**Source:** PLoS One. 2010 Jul 26;5(7):e11749. doi: 10.1371/journal.pone.0011749
**Supplement:** Table S6 — GSEA pathway gene sets down-regulated by UAG in GHSR KO muscle. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value]. (0.07 MB DOC)

| **NAME – Down-regulated in KO Muscle by UAG** | **SIZE** | **ES** | **NES** | **NOM p-val** | **FDR q-val** |
| --- | --- | --- | --- | --- | --- |
| PENTOSE_PHOSPHATE_PATHWAY | 20 | -0.719 | -2.228 | 0.000 | 0.000 |
| HSA00030_PENTOSE_PHOSPHATE_PATHWAY | 22 | -0.738 | -2.068 | 0.000 | 0.000 |
| BECKER_TAMOXIFEN_RESISTANT_DN | 42 | -0.587 | -1.952 | 0.000 | 0.000 |
| HSA04740_OLFACTORY_TRANSDUCTION | 22 | -0.724 | -1.878 | 0.000 | 0.000 |
| IFNA_HCMV_6HRS_UP | 39 | -0.549 | -1.859 | 0.000 | 0.000 |
| ADIP_DIFF_UP | 66 | -0.573 | -1.834 | 0.000 | 0.000 |
| IDX_TSA_DN_CLUSTER6 | 21 | -0.638 | -1.808 | 0.000 | 0.000 |
| TNFALPHA_ADIP_DN | 57 | -0.604 | -1.786 | 0.000 | 0.000 |
| HSA00051_FRUCTOSE_AND_MANNOSE_METABOLISM | 37 | -0.570 | -1.738 | 0.000 | 0.023 |
| IFN_ALPHA_UP | 33 | -0.494 | -1.710 | 0.000 | 0.042 |
| TRYPTOPHAN_METABOLISM | 35 | -0.588 | -1.709 | 0.000 | 0.039 |
| TAKEDA_NUP8_HOXA9_3D_UP | 128 | -0.436 | -1.701 | 0.000 | 0.053 |
| CHOLESTEROL_BIOSYNTHESIS | 15 | -0.664 | -1.695 | 0.000 | 0.060 |
| HSA00020_CITRATE_CYCLE | 24 | -0.530 | -1.693 | 0.000 | 0.055 |
| TNFALPHA_TGZ_ADIP_DN | 27 | -0.626 | -1.667 | 0.000 | 0.071 |
| NADLER_OBESITY_DN | 35 | -0.518 | -1.666 | 0.000 | 0.066 |
| HSA00100_BIOSYNTHESIS_OF_STEROIDS | 22 | -0.529 | -1.662 | 0.000 | 0.066 |
| TAKEDA_NUP8_HOXA9_8D_UP | 103 | -0.426 | -1.632 | 0.000 | 0.090 |
| IL7PATHWAY | 16 | -0.551 | -1.631 | 0.000 | 0.085 |
| IFN_ALL_UP | 17 | -0.681 | -1.624 | 0.000 | 0.085 |
| FATTY_ACID_DEGRADATION | 22 | -0.575 | -1.621 | 0.000 | 0.084 |
| ADIP_VS_PREADIP_UP | 34 | -0.556 | -1.616 | 0.000 | 0.084 |
| UVB_NHEK3_C5 | 33 | -0.491 | -1.594 | 0.000 | 0.092 |
| TESTIS_EXPRESSED_GENES | 35 | -0.483 | -1.574 | 0.000 | 0.097 |
| CHESLER_HIGHEST_FOLD_RANGE_GENES | 44 | -0.444 | -1.562 | 0.000 | 0.102 |
| TGZ_ADIP_UP | 15 | -0.573 | -1.546 | 0.000 | 0.120 |
| TAKEDA_NUP8_HOXA9_16D_UP | 107 | -0.464 | -1.543 | 0.000 | 0.120 |
| GAMMA_ESR_OLD_UNREG | 21 | -0.489 | -1.524 | 0.000 | 0.139 |
| LEE_TCELLS6_UP | 16 | -0.634 | -1.522 | 0.000 | 0.134 |
| HSA00565_ETHER_LIPID_METABOLISM | 26 | -0.477 | -1.507 | 0.000 | 0.150 |
| TAKEDA_NUP8_HOXA9_10D_UP | 125 | -0.440 | -1.483 | 0.000 | 0.190 |
| HSA00380_TRYPTOPHAN_METABOLISM | 51 | -0.525 | -1.481 | 0.000 | 0.193 |
| HSA00280_VALINE_LEUCINE_AND_ISOLEUCINE_DEGRADATION | 41 | -0.491 | -1.454 | 0.000 | 0.238 |

# Supplementary material for: Unacylated Ghrelin Rapidly Modulates Lipogenic and Insulin Signaling Pathway Gene Expression in Metabolically Active Tissues of GHSR Deleted Mice
**Source:** PLoS One. 2010 Jul 26;5(7):e11749. doi: 10.1371/journal.pone.0011749
**Supplement:** Table S7 — GSEA transcription factor target gene sets up-regulated by UAG in GHSR KO muscle. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value]. (0.04 MB DOC)

| **NAME Up-regulated in KO Muscle** | **SIZE** | **ES** | **NES** | **NOM p-val** | **FDR q-val** |
| --- | --- | --- | --- | --- | --- |
| V$CEBPB_02 | 182 | 0.473 | 1.871 | 0.000 | 0.000 |
| V$TAXCREB_02 | 16 | 0.614 | 1.712 | 0.000 | 0.000 |
| V$E2F_01 | 49 | 0.488 | 1.607 | 0.000 | 0.015 |
| GATAAGR_V$GATA_C | 186 | 0.364 | 1.432 | 0.000 | 0.120 |
| V$MYOGENIN_Q6 | 150 | 0.398 | 1.408 | 0.000 | 0.139 |
| V$SREBP_Q3 | 153 | 0.364 | 1.392 | 0.000 | 0.154 |
| V$SREBP1_02 | 57 | 0.487 | 1.392 | 0.000 | 0.154 |
| V$E2F_Q3 | 148 | 0.382 | 1.370 | 0.000 | 0.160 |
| V$CEBP_Q2 | 151 | 0.373 | 1.344 | 0.000 | 0.200 |
| V$CEBPDELTA_Q6 | 165 | 0.410 | 1.334 | 0.000 | 0.207 |
| V$MYOD_Q6_01 | 143 | 0.351 | 1.332 | 0.000 | 0.199 |
| V$MYOD_01 | 147 | 0.352 | 1.311 | 0.000 | 0.225 |
| V$E2F_Q6_01 | 155 | 0.386 | 1.306 | 0.000 | 0.225 |

# Supplementary material for: Unacylated Ghrelin Rapidly Modulates Lipogenic and Insulin Signaling Pathway Gene Expression in Metabolically Active Tissues of GHSR Deleted Mice
**Source:** PLoS One. 2010 Jul 26;5(7):e11749. doi: 10.1371/journal.pone.0011749
**Supplement:** Table S9 — GSEA transcription factor target gene sets up-regulated by UAG in GHSR KO liver. [Size, number of genes in gene set; ES, enrichment score; NES, normalized enrichment score; NOM p-val, nominal p-value; FDR q-val, false detection rate q-value]. (0.03 MB DOC)

| **NAME – TFTs upregulated in KO Liver** | **SIZE** | **ES** | **NES** | **NOM p-val** | **FDR q-val** |
| --- | --- | --- | --- | --- | --- |
| V$ATF_B | 122 | 0.415 | 1.597 | 0.000 | 0.100 |
| V$CREBP1_Q2 | 155 | 0.380 | 1.481 | 0.000 | 0.194 |
| V$RSRFC4_Q2 | 154 | 0.347 | 1.471 | 0.000 | 0.129 |

How the deposited data were processed for this re-analysis (not part of the article)

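RNA of gonadal WAT, M. vastus lateralis and liver from GHSR-deficient female mice given saline or UAG was measured on 12 arrays, 2 per tissue and treatment. The deposited table holds intensity values that the authors normalized and gave on a log2 scale. The submitters' notes name MAS5, without a version, and the study's methods name quantile normalization, a threshold of 30 and a 2-fold ratio of means. The threshold was not applied to the deposited values. The base of the logarithm is not stated. With base 2 the values give the ratios of Table 2, and with base e or 10 they do not. The sample labels give tissue, treatment and a replicate number, and no column of the labels was left unread. Nothing in them ties arrays of different tissues to a mouse or pairs saline with UAG mice, so no block was used. The methods give n = 2 for the treated mice, which reads as the same mice for all tissues.

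Affymetrix control probe sets were left out of the tests and used for the 3′/5′ ratios. Gene names came from the annotation of the array: 34958 probe sets named 1 gene, 932 named several and were left out of gene counts, and 9211 had no name in it. Several genes of the lists are absent from the annotation used and are not reported here. Where a gene has several probe sets, its level is that of the probe set with the highest mean over the 12 arrays, and other probe sets are set beside it where they go the other way or where the 2-fold count rests on them.

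Values were returned to intensity, values below 30 were set to 30, and probe sets with a ratio of the arithmetic means of at least 2 or at most 0.5 were counted, per probe set and per gene symbol. limma 3.58.1 in R 4.3.3 was fitted to the log2 values of the 4 arrays of each tissue, with an intensity trend in the variance, over probe sets with a mean intensity of at least 30 before the floor, and p-values were adjusted by Benjamini and Hochberg over those probe sets. Lists were tested with camera of limma at a preset correlation of 0.01, adjusted over the lists of a tissue with 5 or more measured members. Differences of the UAG effect between tissues were tested the same way in a fit to all 12 arrays with a mean per group. That fit has no term for the mouse, so it takes the tissues as independent. Overlaps were tested with Fisher's exact test and directions with an exact binomial test. Of 55 lists written, 9 hold genes the study names and were not tested as lists, and 46 were tested at most.

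Genes were named by a fixed rule: every gene the study names for its arrays in its text, Table 2 and Fig. 2 and the genes of its quantitative PCR, per tissue, among genes whose brightest probe set changed 2-fold with groups that do not overlap, the 12 with the largest rise and the 12 with the largest fall in log2 difference, and per list the members past the limma threshold or, where none or more than 4 passed it, the 4 with the largest absolute log2 difference. Not every gene this rule selects is reported here. Other genes are named only as markers of a cell type or as members of a list. The values of Table 2 had been read when the rule was written. The cell type, glucocorticoid and SRF lists were written after the gene names in the study's tables and figures had been read and before any array value was seen. Gene functions are general knowledge.

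The methods were tested on simulated data, drawn from the means and spreads of the arrays of each tissue, with shifts added to 200 probe sets. limma found 47, 44 and 73% of the probe sets shifted 2-fold in WAT, muscle and liver and 100% of those shifted 4-fold, and the 2-fold rule 59, 51 and 54% and 100%. With no shift added, limma called 0, 14 and 0 probe sets and the 2-fold rule 75, 63 and 58, and camera called 0 of 40 lists that were not shifted. The draws hold no correlation between genes. In real WAT lists the estimate reached 0.749 (fatty acid synthesis), 0.937 (tricarboxylic acid cycle) and 0.99 (skeletal muscle fibre). The simulation therefore cannot tell how often camera calls such lists falsely. Recovery of dim probe sets was not tested apart. Alternatives were a floor of 100, no floor, a filter in place of the floor, ratios of geometric means, 3 other normalizations (quantiles within a tissue, quantiles over all arrays, scaling to the 75th percentile), groups that do not overlap, all 12 arrays in a single fit, no intensity trend, other filters on dim probe sets, the replicate number as a block, an estimated correlation between genes, fry, preranked gene set enrichment with fgsea 1.28.0 at the 0.25 threshold of the study, the mean of all probe sets of a gene, and each array left out in turn. Detection calls, Ingenuity functions, the published gene sets and the PCR levels were not analysed here.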

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

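Most tests of this part were chosen after the results they concern had been seen. For the glucocorticoid list these were leaving out single arrays, leaving out the genes named by the study, and other tissue in WAT and muscle arrays. For fatty acid synthesis in WAT they were saline replicate 1, skeletal muscle and brown fat. Those of the muscle E2F list were chosen before.

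Tested between tissues, the UAG difference of these lists passed an adjusted p of 0.05 (median log2 difference), and none passed with an estimated correlation. In muscle minus WAT it was 0.365 for fatty acid synthesis, -0.323 for the pentose phosphate pathway, 0.238 for the tricarboxylic acid cycle, 0.203 for oxidative phosphorylation, -0.154 for the Akt pathway, -0.154 for CD40 and NF-kappaB, -0.238 for N-glycan degradation, 0.498 for E2F targets, 0.572 for SRF targets, -0.184 for circadian clock genes, and, for markers of cell types, 1.51 for skeletal muscle fibre, 1.5 for slow fibre, 1.36 for smooth muscle, 0.625 for the reproductive tract, -0.334 for mesothelium, 1.78 for neutrophils, 0.458 for macrophages and 0.348 for fibroblasts. In liver minus WAT it was 0.736 for fatty acid synthesis, 0.184 for cholesterol synthesis, 0.307 for fatty acid oxidation, 0.277 for glycolysis, 0.361 for the tricarboxylic acid cycle, 0.232 for oxidative phosphorylation, -0.194 for the Akt pathway, 0.389 for SRF targets, 0.146 for the acute-phase response, 1.38 for brown adipocytes, 1.36 for skeletal muscle fibre and 1.34 for smooth muscle. In liver minus muscle it was 0.476 for triglyceride synthesis, -0.436 for E2F targets, 0.172 for the acute-phase response, 0.761 for brown adipocytes, -1.05 for slow fibre, -1.45 for neutrophils and -0.407 for macrophages. Many of these differences were no longer called without a single array, some with a much smaller median and others with a median of similar size. Those of the lists of lipid and carbohydrate metabolism, N-glycan degradation and, for muscle minus WAT, Akt stand at the claims. The tricarboxylic acid cycle was at -0.131 and -0.0146 and oxidative phosphorylation at -0.0465 and 0.00239 in muscle and liver minus WAT without WAT saline replicate 1, and SRF targets at -0.14 and -0.057 without WAT saline replicate 2. SRF targets were also not called in muscle minus WAT without muscle saline replicate 1 (median 0.313). The same held in liver minus WAT in 3 more fits (medians 0.197 to 0.426). In muscle minus WAT the call was lost in 4 fits each for CD40 (medians -0.0973 to -0.16) and circadian clock genes (-0.182 to -0.328). For E2F targets it was lost without WAT saline replicate 2 (0.33). In liver minus WAT the call was lost in 5 fits for Akt (medians -0.0249 to -0.237) and 3 for the acute-phase response (0.0846 to 0.146). In liver minus muscle it was lost in 3 for the acute-phase response (0.109 to 0.175). For E2F targets there it was lost without muscle UAG replicate 2 (-0.186). Without WAT saline replicate 1 the median of skeletal muscle fibre was -0.0655 in muscle minus WAT and -0.0778 in liver minus WAT, and that of brown adipocytes 0.0576 in liver minus WAT. Without WAT saline replicate 2 that of smooth muscle was 0.111 in muscle minus WAT and 0.0183 in liver minus WAT. In muscle minus WAT the reproductive tract was at -0.246, slow fibre at 0.252, macrophages at 0.122 and fibroblasts at 0.0305 without muscle saline replicate 1, neutrophils at 0.706 without muscle UAG replicate 2 and mesothelium at 0.166 without WAT UAG replicate 1. In liver minus muscle slow fibre was at 0.127 and macrophages at -0.223 without muscle saline replicate 1, and neutrophils at 0.0935 without muscle UAG replicate 2. Brown adipocytes were at 0.471 and 1.03 without muscle saline replicates 1 and 2 and at 0.463 without muscle UAG replicate 2. Without any 1 liver array they stayed at 0.751 to 0.762. None of these lists was then called.

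Lists that the text of the paper does not discuss also passed within a tissue (median log2 difference). In WAT these were glucocorticoid-responsive genes (0.617) and circadian clock genes (0.224), and markers of brown adipocytes (-1.43), skeletal muscle fibre (-1.52), smooth muscle (-1.1) and the reproductive tract (-0.887). Table S1 of the paper holds a circadian rhythm set, up in WAT as here, with a q of 0.515, over its threshold of 0.25. In muscle they were glucocorticoid-responsive genes (0.58), and markers of brown adipocytes (-0.756), slow fibre (1.28), smooth muscle (0.163), neutrophils (1.04), macrophages (0.418) and fibroblasts (0.39). In liver they were glucocorticoid-responsive genes (0.431), the acute-phase response (0.15), and markers of the reproductive tract (-0.179) and of hepatocytes (0.196). In muscle the call was lost without saline replicate 1 or UAG replicate 1 for smooth muscle (adjusted p = 0.444 and 0.576), and without saline replicate 1 or UAG replicate 2 for macrophages (0.268 and 0.114) and fibroblasts (0.577 and 0.13). In the estimated correlation test these 3 had an adjusted p of 0.123, 0.123 and 0.166. That test gave 0.446, 0.555, 0.555 and 0.118 for brown adipocytes, skeletal muscle fibre, smooth muscle and the reproductive tract in WAT, 0.123 and 0.166 for slow fibre and neutrophils in muscle, and 0.684 for hepatocytes in liver.

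Glucocorticoid-responsive genes were higher after UAG in all 3 tissues. A single array as the source is argued against in WAT and muscle, where the highest adjusted p of the list without 1 array was 0.00396 and 0.000346, and stays open in liver, where it was 0.0808 without saline replicate 1, although the median stayed at 0.275 or more without any 1 array. Genes the study had named do not carry it, since without them the list was called in 3 of 3 tissues, and other tissue in WAT and muscle arrays leaves the liver median of 0.431 unexplained. Corticosterone was not measured here, and stress at handling, the hour of death, RNA quality (the 3′/5′ ratios of Actb in liver and of Gapdh in WAT separate by treatment) and an effect of UAG stay open as untested explanations. The pattern is called neither biological nor technical, as the single array in liver stays open.

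Genes of fatty acid synthesis were lower in WAT. The fall rests in large part on saline replicate 1, as the median log2 difference was -0.157 without it. Skeletal muscle as the source of these transcripts is argued against. Of the 19 members, 17 were higher there than on every other WAT array and every muscle array, which a mixture of the 2 tissues cannot give. Muscle RNA in that sample is not argued against. The skeletal muscle fibre list had a mean log2 level of 8.184 there, and 5.312, 5.27 and 5.469 on saline replicate 2 and UAG replicates 1 and 2. Brown fat in that sample stays open: the brown adipocyte list was higher there than on saline replicate 2 by a median of 2.23, and 1 of its genes, Elovl3, is in both lists, while WAT itself expresses 7 of its 8 genes. An effect of UAG on lipogenesis in WAT stays open as well.

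E2F targets were higher in muscle. Bone marrow or granulocytes on UAG replicate 2 and proliferation after UAG cannot be told apart, since without that array the median was 0.298 and the list was no longer called. The intensity filter then kept 13 of the 17 members, with a median of 0.357 over all arrays, so the lists compared do not hold the same members. Saline replicate 1, the array with few slow fibre transcripts, is argued against as the source, with a median of 0.497 without it (19 members, and 0.502 for the 17 shared).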

How the results depend on the processing

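No test in this part was chosen after the results except the alternatives of the glucocorticoid list and the mean over tissues, which are given elsewhere. Without an array, its group has 1 array that is assumed to vary like the others. Where a value changes below, the cause was not tested, apart from what a setting itself fixes, such as fewer probe sets under a higher floor. With 2 arrays per group and 56.2% to 56.3% of the probe sets of an array at 30 or more, dim probe sets limit every count. For muscle, limma called 0 probe sets under each alternative tried (468 at an unadjusted p under 0.05 in the analysis as reported), and the overlap of WAT and muscle passed Fisher's exact test under each.

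Changed probe sets in WAT, muscle and liver numbered 820, 619 and 1272 with a filter in place of the floor (584, 451 and 917 genes), 236, 47 and 27 with a floor of 100 (180, 34 and 18 genes), and 3497, 3958 and 5148 with no threshold (2264, 2462 and 3198 genes). In WAT 313 and in muscle 71 had groups that do not overlap (229 and 54 genes). Lipid and carbohydrate genes numbered 14 in WAT and 2 in liver with geometric means, 12 in WAT without overlap of the groups, 3 in muscle and 0 in liver with a floor of 100, 3 in liver with the filter, and 12 in muscle and 12 in liver with no threshold. The overlaps of WAT and muscle, WAT and liver, and muscle and liver were 54, 55 and 52 genes with the filter, 13, 3 and 2 with a floor of 100 and 700, 777 and 850 with no threshold, and that of WAT and muscle 15 without overlap of the groups. With no threshold 5 muscle genes had the PCR direction.

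With all 12 arrays in a single fit limma called 30 probe sets in WAT and 3 in liver, and camera 18 lists in WAT and 3 in liver. In liver limma called 0 with a floor of 100, with no intensity trend, with no filter on dim probe sets and with a mean filter of 100 (919 at an unadjusted p under 0.05 in the analysis as reported). With an estimated correlation 2 lists were called in WAT and 9 in muscle, and 0, 0 and 0 differences between tissues (muscle minus WAT, liver minus WAT, liver minus muscle). fry called 0 lists in WAT, 0 in muscle and 0 in liver, and preranked enrichment at its own threshold 29 in WAT and 9 in liver. The median of hepatocyte markers in liver was -0.00354 with quantiles within the tissue and -0.00573 with quantiles over 12 arrays.

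Numbers 1 and 2 on the labels are not stated to pair mice. With a replicate block limma called 23 probe sets in WAT and 17 in liver, and camera 21 lists in WAT. Across probe sets, the difference of replicate 1 minus replicate 2 in saline and that in UAG had a correlation of -0.176 in WAT, 0.177 in muscle and -0.0298 in liver.

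Leaving out each array in turn gave ranges of 566 to 842 changed probe sets in WAT, 293 to 418 in muscle and 367 to 812 in liver, 402 to 564, 191 to 304 and 252 to 614 genes, 7 to 46, 7 to 13 and 3 to 8 lipid and carbohydrate genes, overlaps of 21 to 60 (WAT and muscle), 8 to 23 (WAT and liver) and 3 to 11 genes (muscle and liver), 9 to 21 lists in muscle and 4 to 9 in liver, 0 to 0 probe sets by limma in liver, 5 to 7 and 5 to 8 genes with the PCR direction in muscle and liver, and 7 to 13 (liver minus WAT) and 5 to 14 (liver minus muscle) list differences between tissues. List medians ranged in WAT from -1.079 to 0.0853 for cholesterol synthesis, -0.677 to 0.0853 for the tricarboxylic acid cycle, -0.405 to 0.0727 for oxidative phosphorylation, -3.079 to 0.178 for skeletal muscle fibre, -0.771 to 0.338 for SRF targets, -1.988 to 0.0285 for smooth muscle and -0.206 to 0.349 for fibroblasts. In muscle they ranged from -0.154 to 0.0544 for sugar transport, -0.140 to 0.442 for complement, -0.139 to 0.216 for adipogenesis, -0.0949 to 0.305 for SRF targets, -0.276 to 0.428 for white adipocytes, -0.0922 to 2.691 for slow fibre, -0.451 to 0.425 for lipolysis, -0.122 to 0.139 for glutathione, -0.0981 to 0.287 for myogenic genes, -0.867 to 0.733 for interferon-stimulated genes, -1.691 to 0.616 for the reproductive tract and -0.222 to 2.194 for neutrophils, and in liver from -0.406 to 0.221 for cholesterol synthesis and 0.0201 to 0.365 for hepatocytes. Between tissues they ranged, for muscle minus WAT, from -0.469 to 0.825 for fatty acid synthesis, -0.131 to 0.616 for the tricarboxylic acid cycle, -0.0465 to 0.462 for oxidative phosphorylation, -0.0655 to 3.065 for skeletal muscle fibre, -0.140 to 1.336 for SRF targets and -0.246 to 1.24 for the reproductive tract, for liver minus WAT from -0.217 to 0.988 for cholesterol synthesis, 0.00893 to 0.516 for fatty acid oxidation, -0.0147 to 0.791 for the tricarboxylic acid cycle, 0.00239 to 0.492 for oxidative phosphorylation, -0.0778 to 3.006 for skeletal muscle fibre and -0.0570 to 1.186 for SRF targets, and for liver minus muscle from -2.427 to 0.127 for slow fibre and -3.273 to 0.0935 for neutrophils. For single lists within a tissue and settings that leave out no array, 1179 values had the direction and side of the threshold of the reported value, 57 passed it newly, 88 no longer passed it, 2 that had passed turned direction, and 49 turned direction without passing before or after.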

Differences from the paper's values

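The alternatives named here were set before the data were examined. The paper gives 226 genes in WAT as eligible for pathway analysis, which need not be all changed genes, where 348 changed genes were counted here. A floor of 100, geometric means and groups that do not overlap gave counts within 1.5 times the paper's, and the other alternatives did not. In liver the paper counts 81 genes and 140 were counted here, and none of 12 alternatives closed the gap. In any tissue the paper counts 353 and 551 were counted here. Geometric means and groups that do not overlap closed the gap, and the others did not. WAT and liver share about 11 genes in Fig. 2, read by eye, and 7 here. Quantile normalization within a tissue, and leaving out any WAT array, liver saline replicate 1 or either liver UAG array, closed the gap, and the others did not. The paper has Srebf2 lower by 30% in WAT and the brightest probe set gave -7.6%, that is, higher. None of 11 alternatives closed this gap, though it was lower by 6.51% without saline replicate 1 and by 2.63% without UAG replicate 1. The other measured probe set had a ratio of 0.72, that is, lower by close to the 30% of the paper. These counts use the paper's threshold of 30 and its 2-fold ratio, without its present calls.

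Of 57 gene and tissue pairs that Fig. 2 marks as changed, 44 changed 2-fold here in the paper's direction, 13 were below 2-fold and 0 changed 2-fold in the opposite direction. Of the 13, Aff1 in liver (ratio 1.08) lay on the other side of 1. Camk2b in WAT (0.93) lay near the floor, with means of 32.4 and 30.1, so its ratio gives no direction. Below it were Fkbp5 and Clca1 in their shared tissues, Ly6d in muscle, Aff1, Camk2b and Zbtb16, and Phgdh in liver. The paper counts Fkbp5 among the genes regulated in the 3 tissues, and its ratios here were all higher. The paper describes the lipid and carbohydrate genes of muscle as balanced in direction. Here 6 of 6 were lower, by lists of other content than the Ingenuity functions. The paper describes changes of such genes in liver, and here 1 gene passed the 2-fold rule.

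The sets the paper names or tabulates as changed that did not pass here by camera include, in WAT, the Akt pathway, insulin signalling, Notch, CD40, complement and glutathione, of which the Notch set of Table S1 has a q of 0.536, over the threshold of the paper itself. Camera called the Akt pathway with no threshold (adjusted p = 0.0498), with all 12 arrays in a single fit (0.0389), with a replicate block (0.0444) and without saline replicate 1 (0.035) or UAG replicate 1 (0.0275), and complement with all 12 arrays (0.043) and without saline replicate 2 (0.0197) or UAG replicate 2 (0.0362). Preranked enrichment, after the study's methods and threshold, gave an adjusted p of 0.0559 for Akt, 0.148 for Notch, 0.109 for CD40, 0.148 for complement, 0.41 for glutathione and 0.929 for insulin signalling. In WAT the paper has E2F targets up, and here 12 of 17 were lower. Preranked enrichment gave 0.227, as lower. Without saline replicate 2 the median was 0.139 (adjusted p = 0.408), in the direction of the paper. In muscle its text has the Akt pathway up, and the median here was -0.0142. For adipogenesis in muscle its text gives both directions. It names sets of adipocyte differentiation as up, as in its Table S5, and, against liver, adipogenic sets as mostly down. Others, in Table S6, are down. Of the adipogenesis genes 11 of 18 were higher here. The median here was -0.139 without saline replicate 1 and -0.0652 without UAG replicate 2. In liver it has oxidative phosphorylation and the tricarboxylic acid cycle up. Here their medians were 0.0446 and 0.051, in that direction and not called by camera. Preranked enrichment gave 0.167 and 0.273, so at the threshold of 0.25 in the methods it called oxidative phosphorylation. Without saline replicate 1 or UAG replicate 1 both were called by camera as higher, without saline replicate 2 their adjusted p was 0.971 and 0.962, and with the mean of all probe sets of a gene the tricarboxylic acid cycle was (0.0149).

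The paper reports Cebpd as suppressed in WAT and muscle by quantitative PCR, and its array levels were higher (log2 differences 1.17 and 1.28). For Acad9, Pparg, Jag1 and Srebf1 in WAT, Ppargc1a, Lcn2, Nox4 and Acaca in muscle, and Saa1, Insig1, Acad9 and Nox4 in liver the array direction was also opposite to the PCR, which came from other mice and measured the 1c isoform of Srebf1. Leaving out 1 array turned some of these to the PCR direction: Pparg in WAT (-0.0739 without saline replicate 2), Srebf1 in WAT (0.301 without saline replicate 1), Ppargc1a in muscle (-0.127 without saline replicate 2), Lcn2 in muscle (-0.611 and -0.752 without saline replicate 1 and UAG replicate 2) and Acad9 in liver (0.0619 without UAG replicate 1).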

Other observations

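The test of the mean effect over tissues was chosen after the array values had been seen, and its test on other splits of the arrays was written before that count was seen. Slc10a6, a carrier of steroid sulphates that glucocorticoids induce, was at 151 ± 0.185 on saline and 333 ± 21.2 on UAG arrays in WAT (SD, n = 2) and at 101 ± 12.9 and 181 ± 3.49 in muscle. Errfi1, an inhibitor of the EGF receptor, was at 381 ± 229.9 and 674 ± 16.7 in WAT, 371 ± 97.0 and 644 ± 39.1 in muscle, and 5580 ± 3568 and 10620 ± 1165 in liver. Per1 was at 213 ± 31.9 and 399 ± 33.0 in WAT and 221 ± 31.7 and 330.1 ± 10.9 in muscle, and Klf9, a glucocorticoid-induced repressor, at 2937 ± 49.9 and 3829 ± 29.6 in WAT. Of 21 genes of the glucocorticoid list 19 were higher in WAT (camera adjusted p = 6.72e-08, adjusted p = 0.0291 with an estimated correlation), 19 in muscle (8.6e-18, 0.00324) and 17 in liver (3.66e-08, 0.0171), with 6, 6 and 5 higher and 1 lower in WAT when adjusted over the list alone. Without the genes the study names the medians were 0.535, 0.488 and 0.36 (adjusted p = 7.76e-07, 3.89e-11 and 9.13e-05).

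The clock genes were higher in WAT, 14 of 16 (median log2 difference 0.224, camera adjusted p = 0.00366, adjusted p = 0.0152 with an estimated correlation). Cry1, a repressor of the clock, was at 65.1 ± 6.27 and 92.0 ± 12.3 and Per2 at 256 ± 8.21 and 325 ± 27.6. The call was lost without saline replicate 2, while the median stayed between 0.180 and 0.388 without any 1 array. In liver 18 of 19 acute-phase genes were higher (median log2 difference 0.150, camera adjusted p = 2.32e-05, adjusted p = 3.08e-05 with an estimated correlation). Here the estimate was 0.00785, also below the preset 0.01. The call was lost without saline replicate 1, and the median ranged from 0.0707 to 0.279 without any 1 array. Saa2, serum amyloid A2, was at 134 ± 0.518 and 217 ± 47.2. Saa3 was at 136 ± 24.9 and 273 ± 141 in liver and lower in WAT, at 218 ± 14.1 and 145 ± 4.87. In muscle 11 of 14 complement and fibrinolysis genes were higher (adjusted p = 0.0407, adjusted p = 0.701 with an estimated correlation), with Serping1, the C1 inhibitor, at 1341 ± 345 and 1670 ± 68.0. The call was lost without saline replicate 1 (0.199) or UAG replicate 2 (0.884).

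With the UAG effect averaged over the 3 tissues, limma called 8 of 26530 probe sets, 3 higher and 5 lower: Erdr1 (mean log2 difference -1.31, standard error 0.114), Tmem267 (-1.47), Tlcd4 (-0.748, with -1.89 in WAT, -0.251 in muscle and -0.101 in liver), Fam107a (0.965, with 1.54, 1.41 and -0.056), Cuedc1, a ubiquitin-binding protein (0.909), and 3 probe sets with no gene name in the annotation (-2.34, -1.28 and 1.39). Of 100 splits of the arrays within tissues, drawn from 108, 1 gave as many, the real one, and the highest other gave 2. That share was to exclude chance, but the n = 2 of the methods reads as the same mice for all tissues. This leaves 3 joint splits, too few for a share under 0.05. A difference between mice, such as a genetic variant near Erdr1, would then appear in all 3 tissues, and the design cannot set this apart from UAG.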
